# Pichia pastoris Exhibits High Viability and a Low Maintenance Energy Requirement at Near-Zero Specific Growth Rates

**DOI:** 10.1128/AEM.00638-16

**Published:** 2016-07-15

**Authors:** Corinna Rebnegger, Tim Vos, Alexandra B. Graf, Minoska Valli, Jack T. Pronk, Pascale Daran-Lapujade, Diethard Mattanovich

## Abstract

The yeast Pichia pastoris is a widely used host for recombinant protein production. Understanding its physiology at extremely low growth rates is a first step in the direction of decoupling product formation from cellular growth and therefore of biotechnological relevance. Retentostat cultivation is an excellent tool for studying microbes at extremely low specific growth rates but has so far not been implemented for P. pastoris. Retentostat feeding regimes were based on the maintenance energy requirement (*m_S_*) and maximum biomass yield on glucose (*Y_X_*_/*S*_^max^) estimated from steady-state glucose-limited chemostat cultures. Aerobic retentostat cultivation enabled reproducible, smooth transitions from a specific growth rate (μ) of 0.025 h^−1^ to near-zero specific growth rates (μ < 0.001 h^−1^). At these near-zero specific growth rates, viability remained at least 97%. The value of *m_S_* at near-zero growth rates was 3.1 ± 0.1 mg glucose per g biomass and h, which was 3-fold lower than the *m_S_* estimated from faster-growing chemostat cultures. This difference indicated that P. pastoris reduces its maintenance energy requirement at extremely low μ, a phenomenon not previously observed in eukaryotes. Intracellular levels of glycogen and trehalose increased, while μ progressively declined during retentostat cultivation. Transcriptional reprogramming toward zero growth included the upregulation of many transcription factors as well as stress-related genes and the downregulation of cell cycle genes. This study underlines the relevance of comparative analysis of maintenance energy metabolism, which has an important impact on large-scale industrial processes.

**IMPORTANCE** The yeast Pichia pastoris naturally lives on trees and can utilize different carbon sources, among them glucose, glycerol, and methanol. In biotechnology, it is widely used for the production of recombinant proteins. For both the understanding of life in its natural habitat and optimized production processes, a better understanding of cell physiology at an extremely low growth rate would be of extraordinary value. Therefore, we have grown P. pastoris in a retentostat, which allows the cultivation of metabolically active cells even at zero growth. Here we reached doubling times as long as 38 days and found that P. pastoris decreases its maintenance energy demand 3-fold during very slow growth, which enables it to survive with a much lower substrate supply than baker's yeast.

## INTRODUCTION

The methylotrophic yeast Pichia pastoris (syn. Komagataella spp.) has become increasingly popular as a host for the production of recombinant proteins. Commercial products synthesized in P. pastoris include the recently FDA-approved biopharmaceuticals Jetrea (ocriplasmin) and Kalbitor (ecallantide) (1) as well as enzymes employed in research (trypsin and proteinase K) and industry (phospholipase C and phytase) (2). The vast majority of heterologous proteins produced by P. pastoris are secreted, which enables posttranslational modifications and facilitates downstream processing. The genetic toolbox for P. pastoris continues to expand, with glycoengineered strains (3) as a major breakthrough to establish P. pastoris as a preferred host for the future production of glycosylated therapeutic proteins.

Several studies have indicated that the production of secreted recombinant proteins by yeasts is growth rate dependent (4–8). The low specific secretion rate of yeasts, compared to those of mammalian host systems (9), requires industrial production processes to be operated at high cell densities in order for them to be cost-effective. However, at high biomass concentrations, the rate at which respiratory growth can be sustained is restricted by the oxygen and heat transfer capacities of industrial bioreactors (10). The resulting low specific growth rates in industrial fed-batch processes negatively affect biomass yield and protein productivity, thereby limiting product yields and titers (10, 11). On the other hand, excess biomass represents an undesirable by-product, as its formation requires nonproductive substrate consumption. Clearly, breaking the correlation of growth and productivity would be an attractive asset for P. pastoris as a protein production platform. Gaining insights in the physiology of nongrowing, metabolically active P. pastoris at extremely low growth rates may serve as a first step in this direction.

Controlled cultivation of microorganisms can be achieved in a chemostat. However, technical constraints in the addition of fresh medium to the bioreactor limit the range of dilution rates at which a true continuous feed can be realized. Furthermore, zero growth in a chemostat cannot be achieved at all because cells would wash out. Cultivation of microbes in a controlled manner at extremely low specific growth rates or even under zero-growth regimes can, however, be achieved in a retentostat. This continuous-cultivation tool, first proposed by Herbert in 1961 (12), has recently been used to study several industrially relevant organisms, including the yeast Saccharomyces cerevisiae (13). Retentostats are modified chemostats in which biomass is fully retained by channeling the culture effluent through an internal or external filter device. In this continuous culture, the resulting accumulation of biomass is accompanied by a decreasing availability of the energy substrate per cell and unit of time. This decrease inevitably causes progressive decreases of the specific substrate uptake rate and, consequently, of the specific growth rate. Theoretically, prolonged retentostat cultivation culminates in a situation in which the energy derived from the consumed substrate just suffices to sustain cellular maintenance but can no longer support biomass proliferation. Cellular processes related to maintenance, such as the turnover of cellular components, osmoregulation, and defense against reactive oxygen species (14), can therefore be maintained while cell division has ceased. This nongrowing state is fundamentally distinct from starvation in stationary-phase batch cultures, in which the depletion of an essential nutrient causes cellular deterioration and, eventually, cell death (15). Anaerobic retentostat cultivation of S. cerevisiae demonstrated that the maintenance energy requirement of this yeast is independent of the specific growth rate (16). The energy demand for maintenance varies with the organism and, moreover, depends on culture conditions (13, 17). A low maintenance requirement is especially advantageous for the formation of anabolic products at low growth rates, where maintenance metabolism accounts for a high percentage of the consumed substrate (18, 19).

Recent studies showed that P. pastoris reacts to decreasing growth rates and glucose supply by the downregulation of biosynthetic processes such as gene expression and translation and the upregulation of catabolic processes and stress-responsive genes (7, 20). However, to date, no information is available on how P. pastoris adjusts its physiology at near-zero specific growth rates. Growth of the yeast S. cerevisiae at near-zero growth rates has been investigated in aerobic and anaerobic retentostat cultures, in which it remained highly viable, metabolically active, and remarkably stress tolerant (16, 21). Transcriptome analyses on these near-zero-growth-rate cultures of S. cerevisiae pointed toward an extension of growth-rate-dependent expression trends observed at higher specific growth rates. As the growth rate in the retentostat cultures decreased, biosynthetic processes were downregulated, and genes involved in general stress resistance were induced, which was accompanied by an increased resistance to heat stress (21, 22).

The Crabtree-negative (23) yeast P. pastoris exhibits an ∼10-fold-lower maximum sugar uptake rate than that of S. cerevisiae (24, 25), and its maximum specific growth rate on glucose in synthetic medium under comparable conditions is ∼30% lower (26, 27). Therefore, although S. cerevisiae and P. pastoris show similar growth-rate-dependent transcriptional regulation patterns at higher specific growth rates, their physiological and transcriptional adaptations at near-zero specific growth rates may well be different.

The aim of the present study was to investigate the physiology and transcriptional responses of P. pastoris to aerobic, glucose-limited growth. To this end, aerobic retentostat cultures of this yeast were implemented and used to investigate its growth energetics, robustness, and genome-wide transcriptional responses during extremely slow growth. Based on initial experiments, a strain deleted of the flocculation and filamentous growth regulator gene *FLO8* was used to avoid filter clogging.

## MATERIALS AND METHODS

### Strain and culture conditions.

P. pastoris CBS 7435 was obtained from the Centraal Bureau voor Schimmelcultures (The Netherlands). A mutant of this strain in which open reading frame (ORF) PP7435_Chr4-0252 (*FLO8*) was disrupted was constructed with the split-marker cassette method (28), as adapted for P. pastoris (29). Two 1.5-kb regions located ∼200 bp up- and downstream of the translation start site of the ORF were amplified by using primers A_fw and A_bw as well as primers D_fw and D_bw, respectively (Table 1). The resulting fragments, fragments A and B, were used to flank two ∼1-kb overlapping parts of the KanMX marker cassette (30) (primers B_fw, B_bw, C_fw, and C_bw) by fusion PCR, using overhangs on primers A_bw and D_fw that were homologous to the 5′ and 3′ ends of the respective parts B and C of the resistance marker cassette. The two fused fragments AB and CD were simultaneously transformed into electrocompetent (29) P. pastoris cells by electroporation as described previously (31). Successful integration requires three different recombination events, which resulted in the replacement of a 0.4-kb fragment at the 5′ end of PP7435_Chr4-0252 and its promoter by the KanMX cassette. Correct deletion mutants were verified by PCR with primers located outside the split-marker cassette (Det_fw and Det_bw) and gel electrophoresis. A positive single-colony isolate was selected and named CBS 7435 Δ*flo8*. Genomic DNA for the PCR was isolated on Whatman Elute FTA cards (Whatman, United Kingdom). Cultures for cryostocks were grown overnight in 500-ml shake flasks containing either 100 ml YPG (CBS 7435) or YPG-Geneticin (CBS 7435 Δ*flo8*) (10 g yeast extract, 20 g peptone, 12.6 g glycerol, and 500 mg Geneticin per liter) under conditions of vigorous shaking (180 to 200 rpm) at 25°C. After the addition of glycerol (10%, vol/vol), 1-ml aliquots were stored at −80°C. Precultures for shake flask and bioreactor experiments were inoculated from cryostocks and cultivated in YPD and YPD-Geneticin, respectively (10 g yeast extract, 20 g peptone, 20 g glucose, and 500 mg Geneticin per liter) at 25°C and at 180 rpm overnight. For determination of the maximum specific growth rate (μ_max_) of the Δ*flo8* strain and parental strain CBS 7435, 100 ml of buffered synthetic chemically defined medium (31) was inoculated at an optical density at 600 nm (OD_600_) of 0.8, and the mixture was incubated at 25°C and 180 rpm for 8 h.

**TABLE 1:**
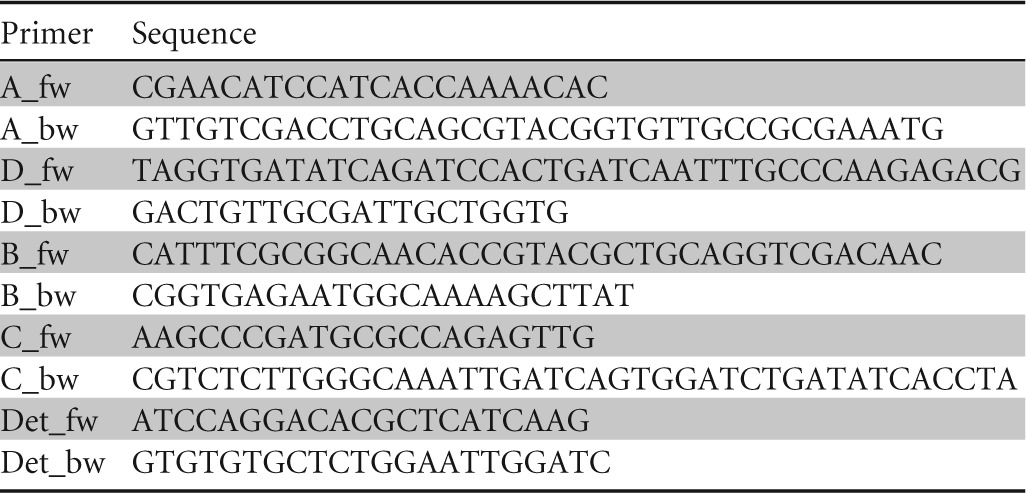
List of primers used for generation of the split-marker cassette

### Chemostat cultivation.

Carbon- and energy-limited aerobic chemostat cultivation for determination of specific glucose uptake rates across four dilution rates (0.025, 0.050, 0.075, and 0.100 h^−1^) and transcriptome analysis were performed with 1.0-liter benchtop bioreactors (SR0700ODLS; Dasgip, Germany). Precultures were grown as described above, harvested, washed and resuspended in sterile demineralized water, and used to inoculate the prefilled bioreactors. After completion of the batch phase (indicated by a sharp increase in the dissolved oxygen concentration), chemostat cultivation was initiated at the respective dilution rate. The working volume of 400 ml was kept steady by means of a level sensor. To keep the dissolved oxygen concentration above 20%, cultures were stirred at 450 rpm and sparged with a constant airflow of 0.2 liters min^−1^. The culture temperature was controlled at 25°C, and the pH was kept at 5.85 by the automated addition of a 10% ammonia solution. Chemostat medium contained (per liter) 10 g glucose, 5 g (NH_4_)_2_SO_4_, 3 g KH_2_PO_4_, 0.5 g MgSO_4_·7H_2_O, 1.5 ml of a trace metals solution (32), 0.4 ml of a 0.2-g liter^−1^ biotin solution (Sigma-Aldrich, USA), and 0.25 g Pluronic 6100 PE antifoaming agent (BASF, Germany).

### Retentostat cultivation.

Retentostat cultivation was preceded by a steady-state chemostat cultivation phase. The retentostat experiment was carried out with 2-liter benchtop bioreactors (Applikon, The Netherlands) with a working volume of 1.4 liters. Main culture conditions (pH and temperature) as well as medium composition were the same as those described above. The sugar concentration in the reservoir medium (*C_S_*_,*MC*_) during the preceding chemostat phase was 10 g liter^−1^. Cultures were sparged with air (0.7 liters min^−1^) and stirred at 800 rpm. Fresh medium was supplied to the bioreactor from a 3-liter mixing reactor (Applikon, The Netherlands), which was operated at a working volume (*V_S_*) of 1.2 liters, and continuously stirred at 500 rpm. *V_S_* was kept constant by means of a level sensor leading to the automatic addition of fresh medium from an external medium vessel at a flow rate (ϕ_*V*_) of 35 ml h^−1^, corresponding to the dilution rate in the bioreactor. Chemostat cultures were considered to be in steady state when, after at least five resident times, biomass concentrations changed by <3% over two consecutive volume changes. After chemostat cultures reached a steady state, the retentostat phase was started by switching the reactor effluent to an outflow port equipped with an autoclavable Applisense filter assembly (Applikon, The Netherlands), consisting of a hydrophobic polypropylene filter with a pore size of 0.22 μm and a stainless steel hollow filter support. Prior to autoclaving, the filter was wetted by overnight incubation in 96% ethanol and subsequently rinsed with a phosphate-buffered saline (PBS) solution (per liter, 8 g NaCl, 0.2 g KCl, 1.44 g Na_2_HPO_4_, 0.24 g KH_2_PO_4_, and HCl to adjust the final pH to 7.4). To control biomass accumulation, the medium reservoir connected to the mixing vessel was exchanged for a reservoir containing chemostat medium (see above) supplemented with 5 g liter^−1^ instead of 10 g liter^−1^ glucose (*C_S_*_,*MR*_). Consequently, the concentration of the growth-limiting substrate glucose entering the bioreactor (*C_S_*_,*in*_) (in grams per liter) decreased over time (*t*) (in hours) according to the following equation:

(1) $$C_{S,in}=\left(C_{S,MC}-C_{S,MR}\right)\cdot e^{\frac{\phi_{V}t}{V_{s}}}+C_{S,MR}$$

In this equation, *C_S_*_,*MC*_ and *C_S_*_,*MR*_ correspond to the glucose concentrations in the medium entering the mixing vessel during the chemostat and retentostat phases, respectively. Sampling frequency and sample volume were minimized to limit the impact of sampling on biomass accumulation inside the reactor. Culture purity was routinely checked by microscopy. Full biomass retention was confirmed by plating the effluent on YPD containing 2% (wt/vol) agar.

### Prediction of retentostat growth kinetics.

To enable a smooth transition of the retentostat cultures to near-zero growth rates, the operational conditions were defined with a mathematical model that simulates growth kinetics of yeast during aerobic retentostat cultivation. Essentially, the mass balance equation for biomass (equation 2) was solved by using the MATLAB ode45 solver by integrating the substrate mass balance (equation 3) with the Herbert-Pirt relation (33) (equation 4):

(2) $$\frac{dC_{X}}{dt}=\mu C_{X}$$

(3) $$\frac{{dC}_{S}}{dt}=\frac{\phi_{V}}{V}(C_{S,in}-C_{S})-q_{S}C_{X}$$

(4) $$q_{S}=\frac{\mu }{Y_{X/S}^{\max\;}}+m_{S}$$

In these equations, *C_X_* (in grams per liter) is the biomass concentration in the retentostat, μ (per hour) is the specific growth rate, *C_S_* (in grams per liter) is the residual substrate concentration, *C_S_*_,*in*_ (in grams per liter) is the substrate concentration in the feed, ϕ_*V*_/*V* (per hour) is the dilution rate, and *q_S_* (in grams substrate per gram of biomass and hour) is the biomass-specific glucose consumption rate. The specific substrate consumption rate can be described by the Herbert-Pirt relation (equation 4), in which *Y_X_*_/*S*_^max^ (in grams per gram) is the maximum biomass yield on glucose and *m_S_* (in grams substrate per gram of biomass and hour) is the maintenance coefficient. Because retentostats were glucose limited and *C_S_*_,*in*_ ≫ *C_S_*, the glucose concentration in the retentostat was assumed to be in a pseudo-steady state such that *dC_S_*/*dt* ≈ 0.

To run simulations, the model required inputs for *m_S_* (assumed to be growth rate independent) and *Y_X/S_*^max^, which were extrapolated from a *q_S_*-μ relationship from duplicate chemostat experiments performed at four different dilution rates between 0.025 h^−1^ and 0.10 h^−1^. In addition, the model required inputs for the variables *V* (in liters), ϕ_*V*_ (in liters per hour), *C_S_*_,*MC*_ (in grams per liter), *C_S_*_,*MR*_ (in grams per liter), and *V_S_* (in liters) and generated time-dependent profiles for biomass accumulation, glucose concentration in the feed, specific glucose consumption rate, and specific growth rate. The final operational conditions chosen for the retentostat experiments are described above. For instructions on how to perform this analysis in MATLAB, including the respective MATLAB codes, see the supplemental material.

### Biomass measurement.

Biomass concentrations (dry weight) were routinely determined in technical duplicates unless stated otherwise. For pre-steady-state chemostat samples, 5 ml of culture broth was harvested, washed with demineralized water, transferred to a preweighed beaker, and dried at 105°C for at least 24 h. Chemostat cultures were considered to be in steady state when, after at least five resident times, biomass concentrations changed by <3% over two consecutive volume changes. Steady-state dry biomass determination was performed by using 25 ml of culture broth. To determine dry mass from the retentostat phase as well as the preceding chemostat phase, samples were kept in demineralized water at an approximate cell concentration of 2.5 mg liter^−1^. Subsequently, exactly 10 ml of the diluted sample was filtered over predried and preweighed membrane filters (pore size, 0.45 μm; Pall Life Sciences, USA), washed with demineralized water, and dried in a microwave oven for 20 min at 350 W. Biomass determination for calculations of μ_max_ from shake flask cultures for the two strains was based on wet cell weight because flocculation disturbed OD_600_ measurements. One milliliter of sample was pipetted in a preweighed Eppendorf tube and centrifuged at 10,000 × *g*. The supernatant was carefully removed, and the tube was weighed again.

### Viability assay.

To measure the viability of retentostat cultures, samples were diluted in PBS to an OD_600_ of 0.1 and double stained with a propidium iodide (PI) stock solution and a 5-carboxyfluorescein diacetate acetoxymethyl ester (5-CFDA,AM) stock solution to final concentrations of 2.0 μmol liter^−1^ and 53.24 μmol liter^−1^, respectively (FungaLight 5-CFDA,AM/PI yeast viability kit; Invitrogen, USA). PI is a DNA-intercalating fluorescence dye that can enter only cells with compromised cell membranes. Binding of PI to DNA leads to a strong increase in red fluorescence. 5-CFDA,AM is a nonpolar and nonfluorescent cell-permeant esterase substrate. Hydrolysis by nonspecific esterases within the cell leads to the generation of polar carboxyfluorescein, a green fluorescent dye, which is no longer cell permeable. Cells were considered viable and metabolically active if they were 5-carboxyfluorescein positive and PI negative. Samples were analyzed on the Accuri flow cytometer (BD Biosciences, USA).

### Cell size measurement.

Bright-field micrographs were converted into 8-bit grayscale images and analyzed with ImageJ. Per reactor and sample point, at least 160 cells were measured by using the elliptical or the freehand selection tool.

### Regression analysis of biomass accumulation in retentostats.

The maintenance energy requirements and biomass-specific death rate of P. pastoris in an aerobic retentostat were estimated from a least-squares regression analysis of data points for the biomass concentration (dry weight) and the viable biomass concentration over time by using a MATLAB model. From these parameters, the specific growth rate and substrate consumption rates were derived. The curve shape was determined by the solution of the following ordinary differential equations with the smallest sum of square errors:

(5) $$\frac{dC_{X\_V}}{dt}=\mu C_{X\_V}-k_{d}C_{X\_V}$$

(6) $$\frac{dC_{X\_d}}{dt}=k_{d}C_{X\_V}$$

(7) $$\frac{dC_{S}}{dt}=\frac{\phi_{V}}{V}(C_{S,in}-C_{S})-q_{S}C_{X\_V}$$

In these equations, *C_X_V_* is the viable-biomass concentration (in grams per liter) and *k_d_* is the death rate (per hour), and equation 4 was used to define the specific substrate uptake rate (*q_S_*). The model required input for the biomass concentrations measured at different time points and the following variables: *V* (in liters), ϕ_*V*_ (in liters per hour), *C_S_*_,*MC*_ (in grams per liter), *C_S_*_,*MR*_ (in grams per liter), *V_S_* (in liters), and *Y_X_*_/*S*_^max^ (in grams per gram). A value for *m_S_* was approximated by using parameter estimation. The time-dependent change of *q_S_* and μ during the course of the retentostat phase followed from the regression analysis. To respect small differences in operational variables per experiment, regression analyses were performed separately on each independent retentostat experiment. For instructions on how to perform this analysis in MATLAB, including the respective MATLAB codes, see the supplemental material and Data Set S1 therein.

### HPLC analysis.

For chemostat cultivations, the glucose concentration in the feed medium was measured with a high-performance liquid chromatography (HPLC) setup (Shimadzu Corporation, Japan) equipped with a Rezex ROA-organic acid H^+^ column (300 mm by 7.8 mm; Phenomenex, USA). A refraction index detector (RID-10A; Shimadzu Corporation, Japan) was used for quantitation. The column was operated at 60°C, the flow rate was set at 1 ml min^−1^, and 4 mM H_2_SO_4_ served as the mobile phase. Before injection, a 900-μl sample was mixed with 100 μl of 0.04 M H_2_SO_4_ and filtered through a 0.20-μm regenerated cellulose (RC) membrane filter (KC90.1; Roth, Germany). The injection volume was 10 μl.

Determinations of the glucose concentration in the mixing vessel, intracellular trehalose contents, and glucose equivalents of intracellular glycogen contents (see below) during retentostat cultivation and the preceding chemostat cultivation were done on an Agilent 1100 HPLC instrument (Agilent Technologies, USA) equipped with an Aminex HPX 87H ion exchange column (Bio-Rad, The Netherlands), operated at 60°C with 5 mM H_2_SO_4_ as the mobile phase at a flow rate of 0.6 ml min^−1^. Detection was performed by means of a dual-wavelength absorbance detector (G1314A; Agilent, USA) and a refractive index detector (G1362A; Agilent, USA).

### Calculations of growth rate dependency of *m_S_* and *Y_X/S_*^max^.

To determine how the maintenance energy substrate requirements and maximum theoretical biomass yield (*m_S_* and *Y_X/S_*^max^, respectively) change with the growth rate, *q_S_* was determined at different μ values in chemostat and retentostat cultures, and regression analysis on moving windows of four duplicate *q_S_* values calculated at four different consecutive μ values was used to determine *m_S_* (intercept at the *y* axis) and *Y_X/S_*^max^ (reciprocal of the slope). Values for μ and *q_S_* from duplicate chemostat cultures were derived by solving the biomass and substrate mass balances under steady-state conditions, respectively. For retentostat cultures, a value of μ between two consecutive sampling points was derived by solving the biomass balance (*dC_X_/dt*) between two time points, *t*_1_ and *t*_2_ (in hours), by using the corresponding biomass concentrations (*C_X_*) (in grams per liter), resulting in

(8) $$\mu =\frac{\ln(\frac{C_{X_{2}}}{C_{X_{1}}})}{t_{2}-t_{1}}$$

The *q_S_* value depends on the amount of the limiting substrate glucose (*S*) (in grams) consumed in the retentostat between certain time points, which follows from the integration of equation 1 multiplied by the constant flow rate at which medium is supplied to the bioreactor (ϕ_*V*_) (in liters per hour), according to

(9) $$S_{2}-S_{1}=(\int_{t_{1}}^{t_{2}}C_{S,in}\;(t))\times \phi_{V}$$

The apparent biomass yield on glucose (*Y_X/S_*) (in grams per gram) in this period can then be calculated according to

(10) $$Y_{X/S}=\frac{(C_{X_{2}}-C_{X_{1}})\;\times \;V}{S_{2}-S_{1}}$$

In this equation, *V* (in liters) represents the bioreactor volume, and the glucose entering the bioreactor is assumed to be completely consumed. Accordingly, *q_S_* can be calculated as

(11) $$q_{S}=\frac{\mu }{Y_{X/S}}$$

Individual *q_S_*-μ plots and corresponding linear regression analyses are shown in Fig. S1 in the supplemental material. Values for *m_S_* and *Y_X/S_*^max^ were derived only from *q_S_*-μ relationships that were considered linear (*R*^2^ > 0.99).

### Analysis of intracellular glycogen and trehalose contents.

Immediately after sampling, 1 ml of broth was added to 5 ml of precooled methanol (−40°C) and mixed, and the mixture was centrifuged at 4,400 × *g* at −19°C for 5 min. Cell pellets were washed with 5 ml precooled methanol and stored at −80°C. For analysis, the pellets were then resuspended and diluted in Na_2_CO_3_ (0.25 M) and further processed as described previously (34). The trehalose levels were measured directly by HPLC, whereas the amount of glucose released from glycogen was measured by HPLC after overnight incubation of the samples with α-amyloglucosidase (from Aspergillus niger; Sigma-Aldrich, The Netherlands) at 57°C.

### RNA extraction, microarray hybridization, and transcriptome data analysis.

Chemostat and retentostat samples for RNA isolation were immediately added in a 2:1 ratio to a precooled fixing solution (5% [vol/vol] phenol in ethanol [absolute]) and centrifuged at 10,000 × *g* for 1 min. Pellets were stored at −80°C before further processing. RNA isolation was done by using Tri reagent according to the supplier's instructions (Ambion, USA). RNA integrity and concentrations were analyzed by using RNA nanochips (Agilent, USA) and a Nanodrop instrument (Thermo Scientific, USA), respectively. For transcriptome analysis, in-house-designed P. pastoris-specific oligonucleotide arrays (AMAD-ID 034821, 8 × 15K custom arrays; Agilent, USA) were used (35). Synthesis of cRNA, hybridization, as well as scanning were carried out according to the Agilent protocol for 2-color expression arrays. Samples were labeled with Cy3 and Cy5 in triplicates and hybridized against a reference pool generated from cells grown under various culture conditions. For all samples, dye swap experiments were carried out.

Normalization steps and statistical analysis of microarray data included background correction with the “normexp” method with an offset of 50 (36) and removal of color bias using locally weighted MA-scatterplot smoothing (LOESS) followed by between-array normalization using the “Aquantile” method. The *P* values associated with the differential expression values were calculated by using a linear model fit and an eBayes adjustment (limma R package). Subsequently, they were adjusted for multiple testing by using the method of Benjamini and Hochberg (BH) (37), using the BH method of the limma R package. For identifying differentially expressed genes, the following criteria were applied: a fold change (FC) cutoff of at least 2 > FC > 1/2 and an adjusted *P* value of <0.05. All steps were done by using the R software package (http://www.rproject.org/) and the limma package. Samples taken from the different bioreactor systems were not directly compared to each other, but log_2_ FC values were calculated in both cases against the chemostat set point of 0.1 h^−1^.

### Cluster analysis and Gene Ontology term enrichment.

Genes that were differentially expressed in at least one comparison (see above) were grouped according to their expression profiles by the Genesis software tool (38), employing *k*-means clustering and Pearson correlation. According to figure-of-merit analysis, a *k* value of 2 was determined to be the ideal number of clusters for the data set. For determination of enriched Gene Ontology (GO) terms in the respective clusters, the online Generic GO Term Finder tool (http://go.princeton.edu/cgi-bin/GOTermFinder) and Saccharomyces Genome Database (SGD) annotations were used. The cutoff for the corrected *P* value (Bonferroni correction) was set to 0.05, and a P. pastoris-specific background list comprised of all annotated genes and genes with unknown function was provided.

### Determination of residual glucose concentrations.

Rapid sampling and quenching of culture broth with cold steel beads were done as described previously (39). Residual glucose concentrations were measured by using the Megazyme d-glucose (glucose oxidase/peroxidase [GOPOD]) assay (Megazymes, Ireland). The protocol provided by the manufacturer was adapted to a 96-well format. Briefly, 60 μl of the sample was mixed with an equal volume of GOPOD reagent. After incubation at 37°C for 30 min, the absorbance at 510 nm was measured with a Tecan plate reader. A standard curve and linear regression were used to calculate residual glucose concentrations. Absorbance-to-glucose-concentration ratios were linear down to 1 mg liter^−1^ glucose.

### Cell cycle distribution analysis.

For fixation, 1 ml of 70% ethanol was added dropwise to 20 μl of the cell culture. This mixture was subsequently stored at −20°C. To measure cell cycle distribution, an aliquot of 350 μl was centrifuged for 3 min at 10,000 × *g* and washed by using PBS-Tween 20 (0.1%), employing the same centrifuge settings. Pellets were resuspended in 1 ml PBS, and 10 μl of a solution containing 100 mg ml^−1^ RNase A (from bovine pancreas; Sigma-Aldrich, USA) was added. After incubation for 1 h at 37°C, samples were pelleted again and washed as described above. Finally, the cell pellets were resuspended in 1 ml PBS and sonicated twice at 85% for 10 s each (UIS250L ultrasonic processor and LTS24d10.4L2 sonotrode; Hielscher, Germany). A 150-μl aliquot of the sonicated cell suspension was mixed with 150 μl of a PI stock solution (4.30 μM) and analyzed on the Gallios flow cytometer (Beckman Coulter, USA).

### Accession number(s).

Transcriptomics data have been deposited at the Gene Expression Omnibus with the accession number GSE81070.

## RESULTS

### Model strain for aerobic retentostat cultivation of P. pastoris.

In recent retentostat studies with S. cerevisiae, biomass retention was achieved by redirecting the effluent of steady-state chemostats through a membrane filter probe (16, 21, 40). When the same setup was used to grow a recombinant P. pastoris strain that secreted human serum albumin (HSA), the filter probe clogged within a few hours after switching to the retentostat mode (data not shown). Since protein aggregation and adsorption are known to cause membrane filter fouling and blockage (41, 42), secreted HSA might have contributed to this problem. However, the total protein concentration in the culture supernatants was only about 115 mg liter^−1^, 20 to 30 mg liter^−1^ of which was HSA, and clogging occurred soon after switching to the retentostat mode. Therefore, we regarded filter clogging by extracellular protein to be improbable. Another possible cause was attachment of P. pastoris to surfaces, a feature previously observed in bioreactor cultures of this yeast (our unpublished observations). Growth on or into the filter probe, which was already present in the bioreactor during the chemostat phase that preceded retentostat cultivation, poses a major risk for its functionality. To eliminate both potential causes of membrane filter obstruction, we set out to construct a nonproducing P. pastoris strain with reduced growth on surfaces.

Laboratory strains of S. cerevisiae have been selected for unicellular, noninvasive growth, without flocculation or attachment to surfaces. The loss of these traits has been ascribed to a single nonsense mutation in *FLO8* (43). The transcription factor Flo8 plays an important role in the regulation of flocculation (44, 45) and is part of the filamentous growth signaling pathway (46). Only one putative P. pastoris homolog of S. cerevisiae Flo8 was found by BLAST search. The ORF encoding this protein, PP7435_Chr4-0252, tentatively called *FLO8*, was deleted in P. pastoris CBS 7435 with the split-marker cassette method (28, 29). The impact of the Δ*flo8* mutation was investigated by growing the mutant strain and its *FLO8* parent in glucose-limited chemostat cultures at a dilution rate of 0.05 h^−1^ for 8 residence times (∼1 week). In cultures of the *FLO8* wild-type strain, a considerable fraction of the population showed a pseudohyphal morphology, while Δ*flo8* cultures retained an ovoid, budding morphology (Fig. 1A). Furthermore, attachment of biomass on reactor walls and other reactor components was much less pronounced in the Δ*flo8* strain than in the parental strain (Fig. 1B). Deletion of *FLO8* resulted in a 4% decrease in the biomass yield on glucose in chemostat cultures (*D* = 0.05 h^−1^) (see Table S1 in the supplemental material) and a 12% decrease in the specific growth rate in duplicate shake flask batch cultures (see Table S1 in the supplemental material). These minor effects might be caused by the expression of the dominant selection marker gene KanMX (47). Because the pseudohyphal and invasive phenotype prevented retentostat operation, the Δ*flo8* strain was used for further chemostat and retentostat studies.

**FIG 1:**
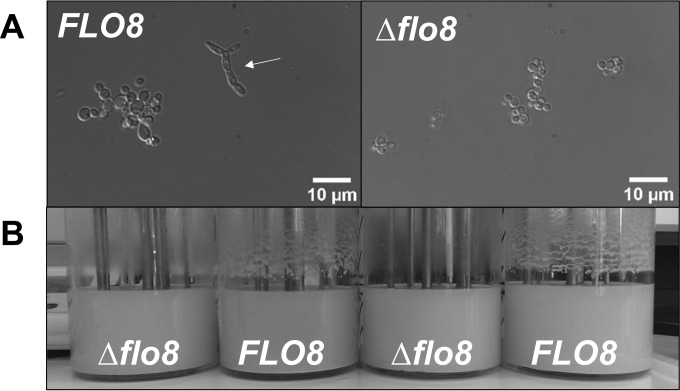
Morphology and surface attachment of wild-type P. pastoris CBS 7435 (*FLO8*) and an isogenic Δ*flo8* strain after 7 days of cultivation in glucose-limited, aerobic chemostat cultures (dilution rate [*D*] = 0.05 h^−1^). (A) Differential interference contrast micrographs. (B) Growth on bioreactor surfaces.

### Maintenance energy requirement in glucose-limited chemostat cultures.

When microbial growth is limited by the availability of the energy substrate and specific growth rates are low, a large fraction of energy substrate consumption is invested in cellular maintenance (33). Maintenance includes essential aspects of cellular metabolism that are not coupled to growth, such as macromolecule turnover and homeostasis of electrochemical potential gradients across membranes (14, 19, 48). Biomass accumulation profiles in retentostats strongly depend on the specific maintenance energy requirement (16) under the given experimental conditions. Estimation of the specific rate of energy substrate consumption required for maintenance (*m_S_* [in grams of substrate per gram of biomass and hour]) is therefore a prerequisite for the design of feed profiles for retentostat experiments.

During growth under energy-substrate-limited conditions, microorganisms in which the maintenance energy requirement is growth rate independent show a linear relationship between the specific carbon and energy consumption rate (*q_S_*) and the specific growth rate (μ) according to Pirt (33) (equation 4).

In this equation, *m_S_* represents the growth-rate-independent energy substrate requirement for maintenance, and *Y_X/S_*^max^ (in grams per gram) is the maximum theoretical biomass yield on glucose under the conditions applied. When this equation holds, both parameters can be estimated from a set of steady-state glucose-limited chemostat cultures (in which μ equals the dilution rate) operated at different dilution rates, followed by linear regression of a *q_S_*-versus-μ plot. To calculate *m_S_* and *Y_X/S_*^max^ for the P. pastoris Δ*flo8* strain, eight independent glucose-limited aerobic chemostats were performed, at dilution rates ranging from 0.025 to 0.10 h^−1^. A linear relationship between *q_S_* and μ was indeed observed (Fig. 2), yielding an estimated *m_S_* (± standard deviation) of 0.0100 ± 0.0023 g_*S*_ g_*X*_^−1^ h^−1^. This estimate of *m_S_* was similar to that calculated for S. cerevisiae grown in aerobic retentostat cultures (average ± standard deviation of 0.0071 ± 0.0005 g_*S*_ g_*X*_^−1^ h^−1^) (21). The *m_S_* of the nonproducing P. pastoris strain used in this study was ∼50% lower than the *m_S_* values calculated for heterologous-protein-producing P. pastoris strains grown in glucose-limited chemostats, which ranged from 0.0147 ± 0.0009 g_*S*_ g_*X*_^−1^ h^−1^ (calculated from data in reference 7) to 0.0161 g_*S*_ g_*X*_^−1^ h^−1^ (8). *Y_X/S_*^max^ was calculated to be 0.584 g g^−1^, which is ca. 4% higher than *Y_X/S_*^max^ values of heterologous-protein-producing P. pastoris strains reported previously (0.559 and 0.562 ± 0.011 g g^−1^ [see references 8 and 7, respectively]).

**FIG 2:**
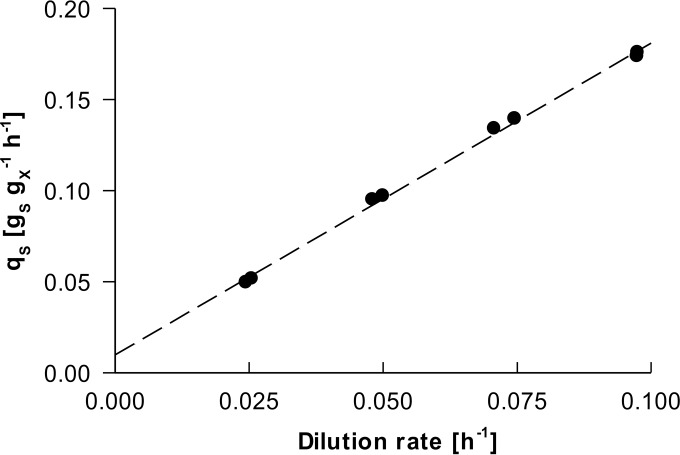
Specific glucose uptake rate (*q_S_*) in aerobic, steady-state, glucose-limited chemostat cultures of P. pastoris grown at different dilution rates. Linear regression was used to calculate the maintenance coefficient, *m_S_* (intercept with the *y* axis), and maximum biomass yield on glucose, *Y_X/S_*^max^ (reciprocal of the slope). The *R*^2^ value of the regression line was 0.99, and the standard error of the maintenance coefficient was determined by the LINEST function to be 23%.

### Higher-than-expected biomass accumulation in retentostats.

A retentostat feeding regime for aerobic, glucose-limited chemostat cultures of the P. pastoris Δ*flo8* strain was designed according to an approach developed previously for aerobic retentostat cultivation of S. cerevisiae (21). Model simulations were based on the *m_S_* and *Y_X/S_*^max^ values for the P. pastoris Δ*flo8* strain estimated from chemostat cultures (see above). Dynamic, declining glucose-feeding profiles were generated by the controlled dilution of the medium feed, using two medium reservoirs that contained media with different glucose concentrations and a mixing vessel upstream of the reactor (see Materials and Methods). Glucose concentrations in the two medium reservoirs (*C_S_*_,*MC*_ and *C_S_*_,*MR*_) and the volume of the mixing vessel were chosen such that the model-based simulations predicted a smooth transition from chemostat growth at 0.025 h^−1^ to near-zero specific growth rates in the retentostats. The optimized feeding strategy and the resulting predicted profiles of biomass accumulation, μ and *q_S_*, are shown in Fig. 3.

**FIG 3:**
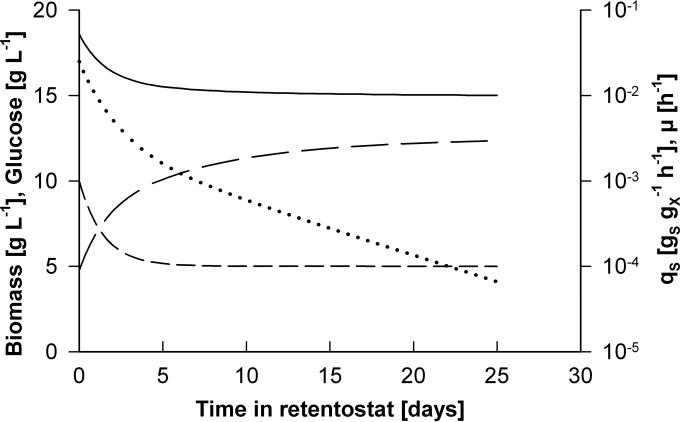
Model-based prediction of growth of P. pastoris in glucose-limited aerobic retentostat cultures. An optimized feed profile, designed to achieve a smooth decline of the specific growth rate (μ) from 0.025 h^−1^ to near-zero growth rates, was designed by computer simulation (see Materials and Methods). Indicated are the optimized glucose concentration profile in the feed (short dashed line), the resulting predicted profiles of biomass accumulation (long dashed line), the specific glucose uptake rate (*q_S_*) (solid line), and μ (dotted line).

The optimized feed regime was applied in two independent 25-day retentostat experiments with the P. pastoris Δ*flo8* strain. Although glucose concentrations in the feed exactly matched the predicted profile, biomass accumulated to ∼6-fold-higher concentrations than those predicted by model simulations (Fig. 4). In retentostat cultures of S. cerevisiae, deviation of biomass accumulation from predicted values was attributed to the accumulation of metabolically inactive (nonviable) cells (16, 21). Since the model simulations assumed 100% culture viability, they did not capture possible accumulation of nonviable biomass. Culture viability of the P. pastoris retentostat cultures was regularly measured by fluorescence staining and flow cytometry, which yielded consistent results with plate counts of CFU (see Table S2 in the supplemental material). Throughout the retentostat experiments, the fraction of viable cells remained at 97% or higher (Fig. 4), thereby excluding a loss of viability as a primary cause of the higher-than-predicted level of biomass accumulation. An alternative explanation for this deviation from the model predictions was that the values of *m_S_* and/or *Y_X/S_*^max^ calculated from the chemostat cultures are not representative of those at near-zero growth rates. More precisely, a lower *m_S_* and/or a higher *Y_X/S_*^max^ at near-zero growth rates might contribute to the unexpectedly high level of biomass accumulation. Cell morphology remained unchanged throughout the retentostat culture (see Fig. S2 in the supplemental material). The average cell size increased 1.2-fold from a 3.3- to a 4.2-μm^2^ cross-sectional area, indicating that the cell number increased nearly proportionally to the biomass concentration.

**FIG 4:**
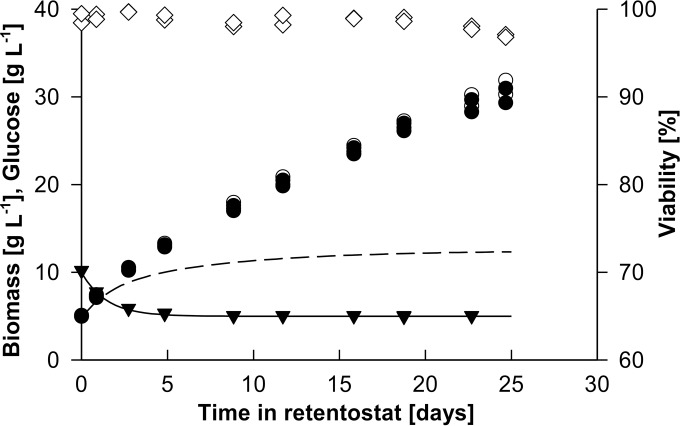
Biomass accumulation, glucose concentration in the feed, and viability of two independent glucose-limited aerobic retentostat cultures of P. pastoris. Retentostat cultures were initiated from chemostat cultures at time zero. Shown are the predicted biomass accumulation profile (short dashed line), measured dry biomass concentration (open circles), biomass concentration corrected for viability (closed circles), predicted glucose concentration (solid line), measured glucose concentration in the mixing vessel (closed triangles), and culture viability based on fluorescence staining (open diamonds).

### P. pastoris decreases its maintenance energy requirements at near-zero growth rates.

During the 25-day aerobic retentostat experiments, the specific growth rate of P. pastoris retentostat cultures, calculated by least-squares regression analysis (see Materials and Methods; see also Fig. S3 in the supplemental material), smoothly decreased from 0.025 h^−1^ to below 0.001 h^−1^ (Fig. 5). This decrease in the specific growth rate corresponded to an increase of the doubling time from 27.7 h to over 38 days. Over the same time period, the specific glucose uptake rate declined to 0.004 g_*S*_ g_*X*_^−1^ h^−1^. This extremely low *q_S_* value, which reflects the combined consumption of glucose for maintenance and growth, was only 40% of the *m_S_* value calculated from chemostat cultures grown at specific growth rates of 0.025 h^−1^ and higher. Indeed, the average *m_S_* value calculated by least-squares regression analysis of data from the retentostat cultures equaled 0.0031 ± 0.0001 g_*S*_ g_*X*_^−1^ h^−1^, which is 3-fold lower than the *m_S_* value calculated from the chemostat experiments. This result suggested that in P. pastoris, *m_S_* is not growth rate independent but decreases strongly at extremely low specific growth rates in a way that resembles growth energetics of prokaryotes that exhibit a stringent response (49–51).

**FIG 5:**
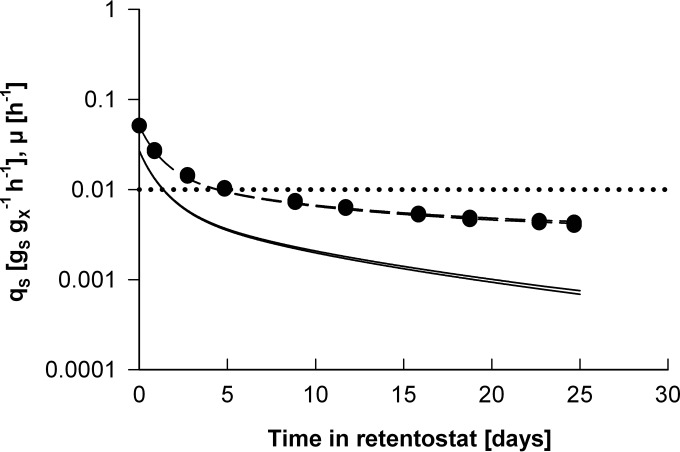
Glucose uptake rate (*q_S_*) and specific growth rate (μ) in two independent glucose-limited aerobic retentostat cultures of P. pastoris. Shown are directly calculated *q_S_* values (closed circles) and values for *q_S_* derived from nonlinear regression analysis of biomass accumulation (short dashed lines) as well as μ derived from nonlinear regression analysis of biomass accumulation (solid lines). The horizontal dotted line indicates the amount of substrate required to meet the maintenance requirement, as extrapolated from chemostat cultivations at higher growth rates.

In addition to changes in *m_S_*, a growth rate dependency of *Y_X/S_*^max^ might affect biomass accumulation profiles in the retentostats. *Y_X/S_*^max^ is among others determined by biomass composition, which can change depending on the environment (52). To investigate this possibility, *q_S_*-μ relationships were determined over a range of specific growth rates in the retentostat and chemostat cultures described in this study. Chemostat data were derived from simple steady-state kinetics, while μ and *q_S_* in the retentostat were calculated by solving biomass and substrate mass balances over defined time intervals (see Materials and Methods). Linear regression analysis was then performed on sets of overlapping μ-*q_S_* relations to estimate *m_S_* and *Y_X/S_*^max^ values over defined ranges of four consecutive specific growth rates in duplicate (see Fig. S1 in the supplemental material). This analysis confirmed that *m_S_* sharply decreased at specific growth rates of between 0.06 h^−1^ and 0.03 h^−1^ (ca. 3-fold) while also indicating a positive but far-less-pronounced correlation of *Y_X/S_*^max^ with the specific growth rate (Fig. 6).

**FIG 6:**
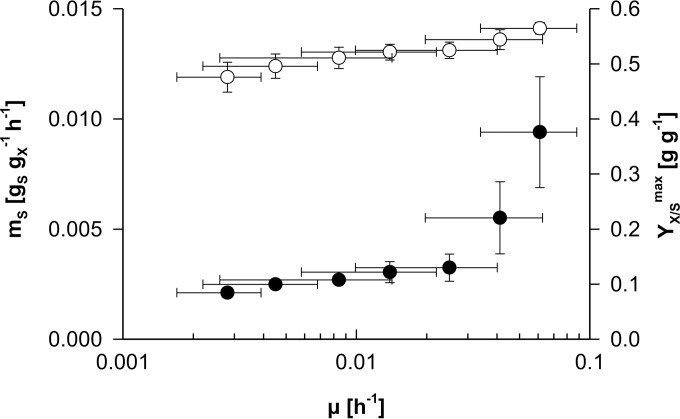
Dynamics of the glucose requirements for maintenance (*m_S_*) and maximum theoretical biomass yield (*Y_X/S_*^max^) in relation to the specific growth rate (μ). Values for *m_S_* (closed circles) and *Y_X/S_*^max^ (open circles) over defined ranges of four consecutive specific growth rates were derived from linear regression analysis performed on overlapping sets of duplicate μ-*q_S_* relations (see Fig. S1 in the supplemental material). The vertical error bars for *m_S_* and *Y_X/S_*^max^ indicate the standard errors of the regression statistics, and the horizontal error bars indicate the defined ranges of specific growth rates.

### Glycogen and trehalose accumulation in retentostat-grown P. pastoris cultures.

In glucose-limited cultures of S. cerevisiae, intracellular storage carbohydrate concentrations are negatively correlated with the specific growth rate (53). To investigate whether P. pastoris showed a similar response, the glycogen and trehalose contents in biomass were determined during the course of retentostat cultivations (Fig. 7). For all specific growth rates, trehalose levels were higher than glycogen concentrations. Intracellular levels of both storage carbohydrates increased as μ decreased from 0.025 h^−1^ to 0.0013 h^−1^, reaching maximum levels of 0.12 g g_*X*_^−1^ and 0.07 g g_*X*_^−1^, respectively. Average trehalose and glycogen levels measured at the final sampling points, where μ had decreased to 0.0007 h^−1^, were 11 and 35% lower than these maximum levels, respectively. To calculate the fraction of the substrate that cells spent on storage carbohydrate formation, the amount of glucose consumed was related to the amounts of glycogen and trehalose produced in a given time period. At the beginning of retentostat cultivation, ∼6% of glucose was spent on storage carbohydrate formation. This fraction increased to ∼13% when the specific growth rate decreased from 0.0023 to 0.0013 h^−1^ and dropped again to ∼9% at the end of retentostat cultivation.

**FIG 7:**
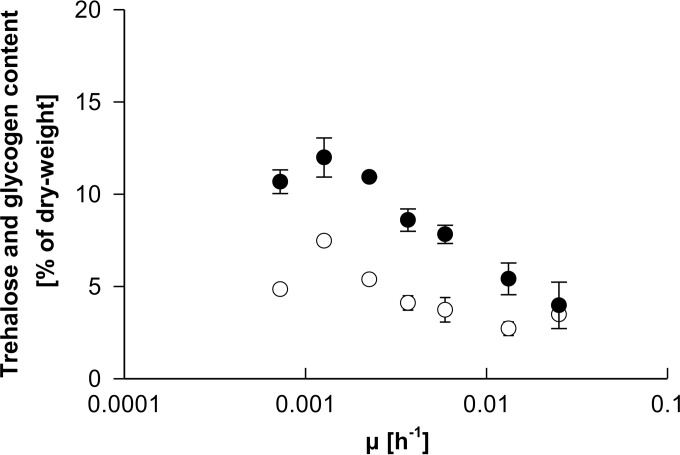
Storage carbohydrate accumulation in aerobic glucose-limited retentostat cultures of P. pastoris. Trehalose (closed circles) and glycogen (open circles) contents are represented as weight percentages of the total dry biomass, plotted as a function of the specific growth rate (μ).

### Transcriptional reprogramming at near-zero growth rates.

Retentostat cultivation enabled a first exploration of the transcriptional adaptations of P. pastoris to near-zero specific growth rates. Microarray-based transcriptome analyses were performed on samples taken on days 1, 3, 5, 16, and 23 of retentostat cultivation, corresponding to average specific growth rates of 0.0132, 0.0059, 0.0037, 0.0013, and 0.00082 h^−1^, respectively. 

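The transcriptome data set covered 9 conditions, the 5 retentostat days and steady-state chemostats at dilution rates of 0.025, 0.05, 0.075 and 0.1 h-1, with 3 replicates per condition. RNA of each replicate was hybridized on a pair of arrays together with the reference pool, once with the culture labeled in Cy3 and once with the culture labeled in Cy5, which gave 6 arrays per condition and 54 arrays on 9 slides. The sample labels number the replicates within a condition. Neither the labels nor the paper's text name the culture from which each replicate was taken, and the paper describes duplicate chemostats and a pair of retentostat cultures, fewer than the 3 numbered replicates, and states that samples were labeled in triplicates. Some replicates of a condition must therefore share a culture, and the standard deviations (SD), n = 3 and p values given for replicates refer to these numbered replicates and not to 3 separate cultures. The authors provided the scanner output of every array, with the median signal and the local background of 12958 spots in both color channels, and a table of processed log_2_ ratios against the pool. In that table, 36 columns matched the scanner output of their own array, and 18 matched, with the direction pool over culture, the array of the same condition and slide with the opposite dyes. All values were therefore computed from the scanner output. Background correction and LOESS normalization followed Materials and Methods, the 536 control spots and the 0.676% of spots with an outlier mark from the scanner software were left out, and the spots of each of 5371 probes were averaged. The log_2_ ratio of culture over pool was then averaged over both dye orientations of a replicate, and the resulting 27 values per probe entered a single limma model with the 9 conditions. On an array, a median of 94.9% of the spots were well above background in the culture channel, with a range from 89.9% to 98.4%. The median culture signal by condition was between 2112 and 2729 units on the retentostat arrays and between 4008 and 4840 units on the chemostat arrays. The number of arrays limits the precision, and the median SD between replicates of a condition was 0.077 on the log_2_ scale.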

To expand the range of investigated growth rates, transcriptional analysis was also performed on the set of chemostat cultures that were run to estimate *m_S_* and *Y_X/S_*^max^, and these data were combined with the retentostat transcriptome data. 

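Compared to the chemostat at 0.1 h-1, 1115 of the 5371 probes were differentially expressed on day 23 of retentostat cultivation, 661 with higher and 454 with lower transcript levels. On day 16, 1086 genes passed both criteria, of which 658 were higher and 428 lower. The count was 1018 on day 5 (669 higher and 349 lower), 898 on day 3 (640 higher and 258 lower) and 553 on day 1 (434 higher and 119 lower). In the chemostats, 76 genes were differentially expressed at 0.025 h-1 (61 higher and 15 lower) and 13 at 0.05 h-1 (9 higher and 4 lower). At 0.075 h-1 limma called 0 genes, while 1695 had an unadjusted p value under 0.05 and 1044 an adjusted p value under 0.05, and no change reached the fold change criterion. At least 1 of the 8 comparisons called 1375 probes, 1371 of them among the 5354 probes whose identifiers do not begin with PDKT. A retentostat comparison called 1374 probes, all 5 retentostat comparisons called 448, and the chemostat comparisons called 77, of which 1 was called in no retentostat comparison. A total of 1185 probes were called in 2 or more comparisons, and 0 were called higher in one comparison and lower in another. The 8 comparisons share the replicates of the chemostat at 0.1 h-1 and are not independent. Per the paper, the retentostats ran in other bioreactors than these chemostats. They also held higher cell densities and later times, so the retentostat counts may not reflect the growth rate alone. Across genes, which are not independent replicates either, the mean correlation between comparisons was 0.728, against 0.495 in 20 simulations without any effect. In these simulations a mean of 0 probes was called in at least 1 comparison, and so also in 2 or more. They therefore do not test how far the shared replicates account for the overlap of the 1185 probes. The fold change criterion and the source of the log_2_ ratios moved these counts most. Without the fold change criterion 5262 probes were called in at least 1 comparison, and with the authors' processed table as it stands 0 were called in any of the 8. With the 18 columns that ran as pool over culture turned, an alternative chosen after the data were seen, 1390 were called. Leaving out each of the 27 replicates in turn gave between 1362 and 1384 probes.

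**Figure D1:**
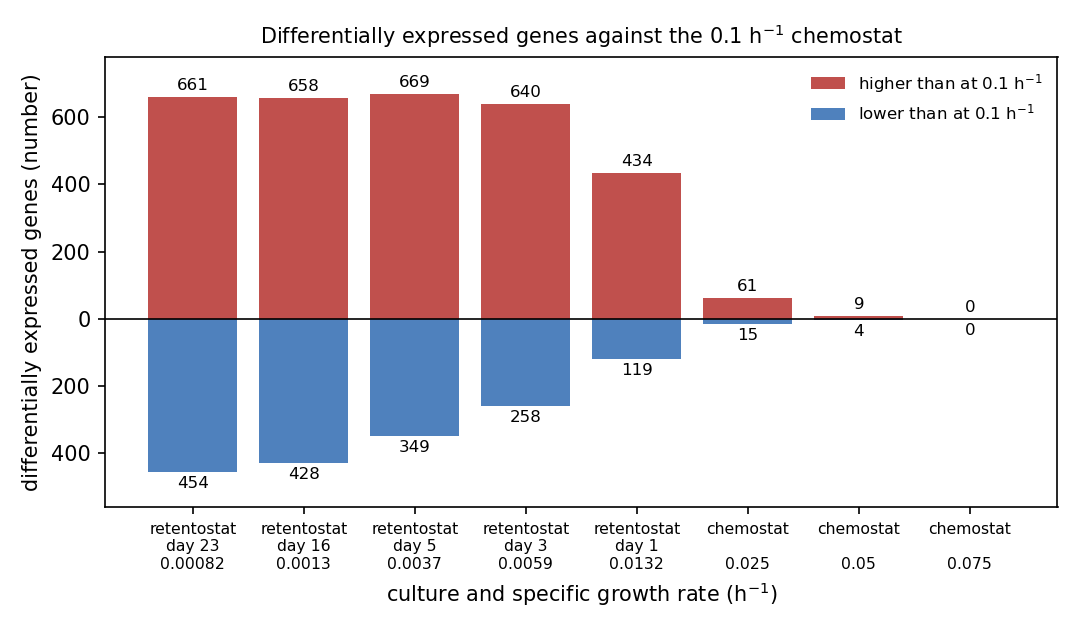
Number of differentially expressed genes (y axis) in each of the 8 comparisons with the chemostat at 0.1 h-1 (x axis, with the specific growth rate), with genes higher than at 0.1 h-1 above the axis and genes lower than at 0.1 h-1 drawn below it. The counts of lower genes go from 119 on day 1 to 454 on day 23, and those of higher genes from 434 on day 1 to 661 on day 23. Retentostats and chemostats ran in different bioreactors.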

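The array identifiers were not paired with gene names in the scanner output or in the parts of the supplemental tables that were read, so single genes are given by identifier. Among the genes well above background on every array of the higher group and without overlap between the replicates of both groups, Pipas_chr4_0183 had the largest rise on day 23 compared to the chemostat at 0.1 h-1. Its log_2_ ratio to the pool was 3.63 ± 0.12 (SD, n = 3) on day 23 and −3.59 ± 0.096 (SD, n = 3) in the chemostat, a log_2_ fold change of 7.22 (standard error 0.098, adjusted p = 1.7e-25 from limma). Pipas_chr1-4_0681 rose by 4.94 on the log_2_ scale (standard error 0.11, adjusted p = 1.6e-21 from limma). The largest fall was that of Pipas_chr2-2_0113, from 0.071 ± 0.026 (SD, n = 3) in the chemostat to −4.18 ± 0.14 (SD, n = 3) on day 23, a log_2_ fold change of −4.25 (standard error 0.11, adjusted p = 8.77e-21 from limma). Pipas_chr2-2_0200 followed with −3.91 (standard error 0.069, adjusted p = 2.23e-23 from limma). With each replicate left out in turn, these log_2_ fold changes ranged from 7.15 to 7.28, from 4.83 to 5.03, from −4.29 to −4.17 and from −3.95 to −3.85, in that order. With the authors' processed table as it stands none of the 4 genes passed the adjusted p value criterion, and their log_2_ fold changes were 4.83, 3.23, −4.22 and −3.29. With the 18 columns turned, all 4 genes passed it, with log_2_ fold changes of 7.209, 4.955, −4.27 and −3.92.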

Out of 5,354 ORFs represented on the microarray, 1,376 genes were differentially expressed (see Materials and Methods; see also Data Set S2 in the supplemental material). 

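The 1375 probes were grouped by k-means clustering of their 8 log_2_ fold changes with Pearson correlation as the similarity measure, 50 random starts and a fixed seed. With 2 clusters the mean silhouette width, which is 1 for fully separate groups and near 0 for overlapping ones, was 0.76. With 3 clusters it was 0.485, and with 4, 5 and 6 clusters it was 0.480, 0.297 and 0.325. The clusters held 854 probes, or 62.1%, and 521 probes, or 37.9%. The share of the larger cluster was between 61.7% and 62.5% with each replicate left out in turn. It moved most, to 52.5%, when the genes were called without the fold change criterion.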

Two main regulation patterns were identified (Fig. 8). The expression of genes either was negatively correlated to the specific growth rate (cluster A; 61% of regulated genes) or displayed the opposite trend, with higher expression levels at higher growth rates (cluster B; 39% of regulated genes).

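In cluster A, the mean log_2_ fold change compared to 0.1 h-1 over its 854 probes was 0.093 ± 0.027 at 0.075 h-1 (SD between replicates, n = 3 here and for all means of both clusters), 0.30 ± 0.053 at 0.05 h-1 and 0.54 ± 0.013 at 0.025 h-1. It was 1.04 ± 0.067 on day 1 of retentostat cultivation and 1.36 ± 0.046 on day 3. The means of the later days were 1.42 ± 0.028 on day 5, 1.37 ± 0.015 on day 16 and 1.37 ± 0.052 on day 23. In cluster B, the mean over 521 probes was −0.061 ± 0.0042 at 0.075 h-1, −0.12 ± 0.011 at 0.05 h-1 and −0.35 ± 0.025 at 0.025 h-1. It was −0.74 ± 0.029 on day 1, −1.03 ± 0.10 on day 3, −1.21 ± 0.042 on day 5, −1.41 ± 0.047 on day 16 and −1.496 ± 0.013 on day 23. The probes were placed in the clusters by these same values, so the direction of each mean is not independent of the grouping. From profiles of this kind (Fig. 8), the paper states that the transcript levels of most regulated genes rise as the specific growth rate falls and that those of the remaining regulated genes fall with it.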

**FIG 8:**
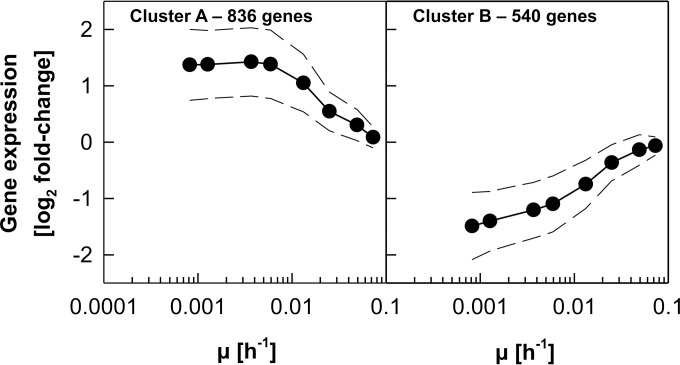
Global gene expression profile in P. pastoris over a wide range of specific growth rates (μ). Genes that were differentially expressed compared to the highest μ of 0.10 h^−1^ in at least one comparison were grouped into two clusters by *k*-means clustering.

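The profiles were also compared within the retentostat cultivation. On day 23 compared to day 1, 248 genes were differentially expressed, 60 with higher and 188 with lower transcript levels. Of these, 218 were among the 1375 grouped probes: 153 were lower and in cluster B, 55 were higher and in cluster A, 10 were lower and in cluster A, and 0 were higher and in cluster B. Across all 5 days, 289 genes passed limma's moderated F test and differed more than 2-fold between the highest and the lowest day. On day 23 compared to day 3, a comparison chosen after the data were seen, 108 genes were differentially expressed, 31 higher and 77 lower. The mean of the cluster B probes fell by 0.46 on the log_2_ scale between these days, without overlap between the 3 replicates of either day (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). Compared to 0.1 h-1, the cluster B mean of day 3 was −1.12, −1.05 and −0.92 in replicates 1, 2 and 3. An array of replicate 3 had spots of very high local background, which may enlarge the later fall, and the cluster means were not compared without it. The mean of the cluster A probes differed by 0.0071, with overlapping replicates (the same exact permutation test, p = 0.9). Without the fold change criterion, 585 of the 854 cluster A probes still differed between these days by adjusted p value, 301 higher and 284 lower, as did 438 of the 521 cluster B probes, 28 higher and 410 lower. On day 23 compared to day 16, 1 gene was differentially expressed.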

The gene set and the respective biological processes that were transcriptionally upregulated toward zero growth identified in this study correlate well with regulation patterns previously observed for P. pastoris cultivated in glucose-limited chemostats at μ values ranging from 0.15 to 0.015 h^−1^ (7). Affected biological processes in this study (Table 2) were “cellular response to chemical stimulus,” “cell communication,” and “response to nitrogen utilization.” Furthermore, genes with molecular functions related to aldehyde dehydrogenase activity as well as to promoter binding and transcription factor activity were significantly enriched among the genes with increasing transcript levels toward zero growth (Table 2). In fact, 20% of the genes that were grouped into cluster A are functionally annotated as transcription factors, while in total, only 10% of all P. pastoris ORFs are assigned to this function. Many of the transcription factors located in cluster A are global stress response regulators (*YAP1*, *SKN7*, *SKO1*, *HAC1*, *HSF1*, and *MSN4*), while others are involved in nutrient responses such as glucose repression (*CAT8-2*, *MIG1-1*, and *MIG1-2*) and nitrogen catabolite repression (NCR) (*MKS1*, *URE2-2*, *GAT1*, and *GLN3*). Upregulation of NCR-related transcription factors toward zero growth might seem unexpected, as ammonia was present in excess during chemostat and retentostat cultivations. However, for S. cerevisiae, it has been demonstrated that not only nitrogen but also carbon signaling is responsible for the regulation of NCR (54), which might also be the case for P. pastoris.

**TABLE 2:** Enriched GO terms for the categories “biological process” and “molecular function” for clusters A and B^*a*^

Cluster	Enriched GO term (category)	Corrected *P* value^*b*^
A (genes upregulated toward zero growth)	RNA polymerase II regulatory region sequence-specific DNA binding (MF)	0.00
	Cellular response to chemical stimulus (BP)	0.00
	Sequence-specific DNA binding (MF)	0.00
	Nucleic acid binding transcription factor activity (MF)	0.00
	Cell communication (BP)	0.00
	Regulatory region nucleic acid binding (MF)	0.00
	Response to chemical (BP)	0.00
	Regulatory region DNA binding (MF)	0.00
	RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity (MF)	0.01
	Aldehyde dehydrogenase (NAD) activity (MF)	0.01
	Oxidoreductase activity, acting on the aldehyde or oxo group of donors (MF)	0.01
	Regulation of nitrogen utilization (BP)	0.01
	Oxidoreductase activity, acting on the aldehyde or oxo group of donors, with NAD or NADP as an acceptor (MF)	0.04
B (genes downregulated toward zero growth)	Mitotic nuclear division (BP)	0.00
	Organelle fission (BP)	0.00
	Chromosome segregation (BP)	0.00
	Cell cycle (BP)	0.00
	Cell division (BP)	0.00
	Microtubule-based process (BP)	0.00
	Cytoskeleton organization (BP)	0.00
	Structural constituent of cytoskeleton (MF)	0.00
	Tubulin binding (MF)	0.00
	Chromosome organization (BP)	0.00
	DNA-dependent DNA replication (BP)	0.00
	DNA conformation change (BP)	0.00
	DNA replication (BP)	0.00
	Single-organism cellular process (BP)	0.00
	Single-organism reproductive process (BP)	0.00
	Single-organism process (BP)	0.00
	Cytoskeletal protein binding (MF)	0.00
	DNA packaging (BP)	0.00
	Nuclear migration (BP)	0.00
	Double-strand break repair (BP)	0.00
	Substrate-specific transmembrane transporter activity (MF)	0.01
	Organic acid transmembrane transporter activity (MF)	0.01
	DNA metabolic process (BP)	0.01
	Small-molecule metabolic process (BP)	0.01
	Sterol metabolic process (BP)	0.02
	Reproduction (BP)	0.02
	Reproductive process (BP)	0.03

a Redundant GO terms were excluded by using the Web-based tool REVIGO (73). For the full-length list as well as the number of significantly regulated genes per GO term and GO term size, see Data Set S2 in the supplemental material. BP, biological process; MF, molecular function.

b Bonferroni correction.

Corresponding to increases in the transcript levels of stress-related transcription factors toward zero growth, higher expression levels were also observed for a considerable number of other stress-responsive genes encoding, e.g., heat shock proteins (*HSP104*, *HSP31*, *HSP42*, *HSP60*, *HSP78*, *SSA3*, and *SSE1*) or proteins involved in cellular defense against oxidative stress (*CCP1-2*, *GRX3*, *MRX1-2*, *MRX2-2*, and *SOD1*). Furthermore, many genes involved in alternative carbon source utilization, whose expression is known to be repressed at elevated concentrations of glucose (20, 55), were grouped into cluster A. These genes were, for instance, genes involved in methanol (*AOX1*, *AOX2*, and *FDH1*) and ethanol (*ADH2*, *ALD2*, and *ALD4*) metabolism. Expression levels of most of these genes continued to increase with decreasing growth rates (Fig. 9A), although residual glucose levels during retentostat cultivation remained stable (Fig. 9B). Transcript levels of only one of the two high-affinity glucose transporters described for P. pastoris increased with decreasing growth rates (*HGT2*), while the expression level of the second one (*GTH1*) was strongly decreased.

**FIG 9:**
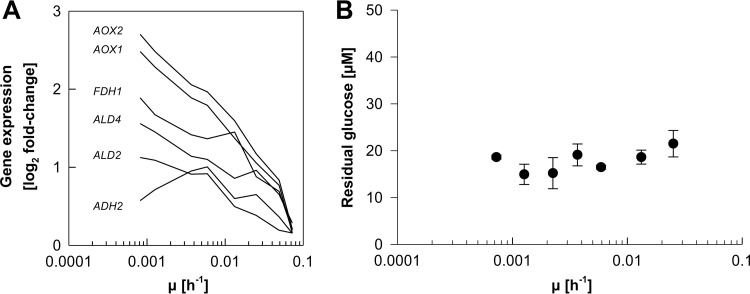
Expression profile of genes involved in alternative carbon source utilization and residual glucose concentrations in relation to the specific growth rate (μ). Shown are the expression profiles of 6 genes involved in methanol and ethanol utilization (A) and average residual glucose concentrations (B).

Biological processes downregulated with decreasing growth rates (cluster B) (Table 2) mostly encompassed the mitotic cell cycle and related terms such as “reproduction,” “DNA metabolic process,” “chromosome segregation,” and “double-strand break repair.” In total, approximately one-fifth of all genes that were grouped into this cluster were involved in cell-cycle-related processes. The average expression levels of these cell-cycle-related genes steadily decreased toward zero growth (Fig. 10A), while the ratio between cells in G_1_, S, and G_2_/M phases changed only slightly at growth rates below 0.01 h^−1^ (Fig. 10B). Further downregulation of cell cycle-specific genes therefore cannot be attributed to shifts in cell cycle phase distribution but rather can be explained by changes within the cell cycle phase populations. For example, a decrease in the specific growth rate results in an increase in the duration of G_1_ phase. G_1_-specific cyclin expression is, however, induced just before the bud emerges (56). Consequently, with decreasing growth rates, fewer cells in G_1_ phase are in the process of passing start, resulting in an overall decrease of G_1_-specific gene expression.

**FIG 10:**
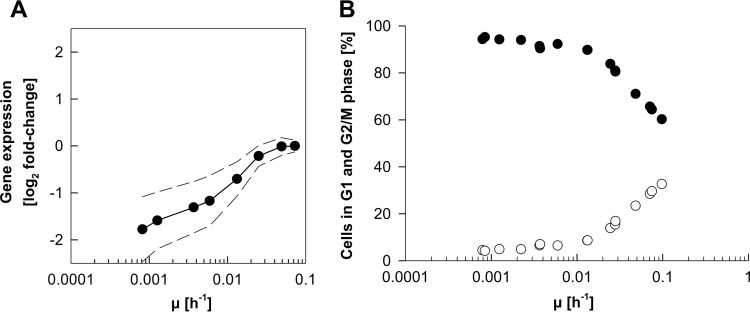
Expression profile of cell-cycle-related genes and cell cycle phase distribution of P. pastoris over a wide range of specific growth rates (μ). Shown are the average expression profile of the differentially expressed genes annotated with the GO term “cell cycle” (A) and the percentages of cells in G_1_ phase (closed circles) and G_2_/M phase (open circles) based on DNA content measurements in relation to μ (B).

Genes involved in sterol metabolism and especially in ergosterol biosynthesis (10 out of 22 genes known in P. pastoris) or transmembrane transport were also overrepresented in cluster B. The latter included genes involved in the electron transport chain, ion transport, and intra- and extracellular transport of amino acids as well as other organic compounds.

Growth-rate-related processes such as protein and nucleotide biosynthesis were not overrepresented within the differentially expressed genes, contrary to what was previously reported for producing and nonproducing P. pastoris strains at higher growth rates (7, 20). For example, out of 179 genes annotated as being involved in “ribosome biogenesis,” only 20 were significantly regulated by growth rate in the present data set, and only 12 were grouped into cluster B. Indeed, no significant changes in cellular RNA and protein contents were detected during retentostat cultivation (data not shown). Especially the unchanged RNA content is an indication that ribosome content does not change toward zero growth. Regarding amino acid biosynthesis, the expression of several genes (29 out of 119) was affected by the growth rate, with approximately half of the genes being up- and the other half being downregulated with decreasing growth rates.

The cellular contents of the storage carbohydrates glycogen and trehalose increased during retentostat cultivation (Fig. 7). The levels of both compounds reached a maximum at a specific growth rate of 0.0013 h^−1^ and decreased slightly at even lower specific growth rate. Analysis of the core set of genes involved in glycogen and trehalose metabolism (57) showed that transcript levels of these genes did not significantly change during retentostat cultivation (see Data Set S2 in the supplemental material). When transcript levels were compared to the growth rate set point of 0.1 h^−1^, upregulation toward zero growth of the genes encoding the regulatory subunit of the trehalose synthase complex (*TPS3*), the glycogen debranching enzyme (*GDB1*), and the neutral as well as the acidic trehalases (*NTH1* and *ATH1*, respectively) was significant (see Data Set S2 in the supplemental material).

Nevertheless, the absence of a clear expression trend for genes involved in storage carbohydrate metabolism during retentostat cultivation suggests that intracellular storage carbohydrate levels are not predominantly regulated at the transcriptional level. In S. cerevisiae, elements of both glycogen and trehalose metabolism are subject to strong posttranslational regulation by phosphorylation and dephosphorylation (58–61). However, to determine if a similar mechanism is responsible for the regulation of storage carbohydrate metabolism in P. pastoris, further experiments are required.

## DISCUSSION

Implementation of aerobic retentostat cultivation for P. pastoris allowed a first quantitative exploration of the physiology of this industrially relevant Crabtree-negative yeast at extremely low growth rates. Retentostat cultivation reproducibly reached biomass doubling times of over 5 weeks, corresponding to specific growth rates below 0.001 h^−1^. This domain of specific growth rates was previously explored for only one other yeast, S. cerevisiae (16, 21, 40). Similar to S. cerevisiae (16), P. pastoris exhibited increased accumulation of storage carbohydrates with decreasing specific growth rates, with combined levels of glycogen and trehalose increasing to almost 20% of the total biomass at near-zero growth rates. This increased accumulation of storage materials under severely calorie-restricted conditions may appear counterintuitive. However, from an evolutionary perspective, the allocation of scarce resources for storage can be interpreted as a typical “be prepared” scenario (62) that conditions microorganisms to adapt their physiology to multiple different scenarios, including complete depletion of energy sources. The transcriptional derepression of pathways involved in the metabolism of alternative energy substrates in the retentostat cultures of P. pastoris is also consistent with this adaptation strategy. Another similarity between P. pastoris and S. cerevisiae was the increased expression levels of genes involved in stress tolerance at low specific growth rates (21, 22), a phenomenon that has also been observed in slow-growing cultures of other microorganisms grown in retentostat cultures (13).

A first marked difference between near-zero-growth cultures of P. pastoris and S. cerevisiae concerned culture viability. Throughout the P. pastoris retentostat experiments, viability remained above 97%. Based on this high viability, an average death rate of 6 × 10^−5^ h^−1^ was calculated. This death rate is an order of magnitude lower than that observed in aerobic retentostat cultures of S. cerevisiae grown in the same range of near-zero specific growth rates (16, 21). Apparently, P. pastoris is more robust under conditions of extreme calorie restriction than S. cerevisiae. Moreover, in contrast to S. cerevisiae, which has been shown to exhibit growth-rate-independent maintenance energy requirements in anaerobic retentostat cultures (16), P. pastoris showed a sharp decline of the estimated maintenance energy requirement at near-zero specific growth rates (Fig. 6). Under these slow-growth aerobic and glucose-limited conditions, the maintenance coefficient (*m_S_*) of P. pastoris was less than half of that of corresponding cultures of S. cerevisiae (21). Its high viability and low maintenance energy requirement in aerobic retentostat cultures indicate that P. pastoris has evolved to better withstand severely calorie-restricted growth than S. cerevisiae. This conclusion is consistent with existing knowledge on the physiology and ecology of these two industrially relevant yeasts. P. pastoris, like other Crabtree-negative yeast species (63), harbors high-affinity hexose transporters (64) with glucose saturation constants that are 2 orders of magnitude lower than those of the “high-affinity” hexose transporters of S. cerevisiae (63, 65, 66). Furthermore, P. pastoris and other methylotrophic yeasts have been isolated from nutrient-poor environments such as decaying wood (67, 68). An evolutionary adaptation to energy-substrate-limited growth is also illustrated by the ability of this yeast to assimilate a wide range of carbon sources, including several nonsugars (69), and to simultaneously utilize binary mixtures of carbon sources. This has been demonstrated, among others, for glucose and methanol under limiting conditions in continuous cultures, in contrast to excess glucose, where methanol utilization is repressed (70).

To our knowledge, a growth-rate-dependent maintenance energy requirement has not been observed in a yeast or fungus so far. In S. cerevisiae, a sharp decrease of energy substrate consumption for maintenance has been reported only during energy source starvation, when metabolism becomes completely dependent on the mobilization of storage carbohydrates (15). In contrast, growth-rate-dependent maintenance energy requirements have previously been reported for several prokaryotes, for example, Escherichia coli (50), Bacillus polymyxa (49), Nitrobacter winogradskyi, and Nitrosomonas europaea (71). In these organisms, low nutrient availability activates a so-called “stringent response.” This regulatory program, triggered by the ppGpp and pppGpp alarmones, causes an upregulation of stress response genes and a downregulation of genes involved in energy-intensive processes such as protein turnover and cell division (51, 72). Further research is needed to investigate if the mechanisms responsible for reducing maintenance energy requirements in slow-growing P. pastoris cultures bear any molecular or functional resemblance to this well-characterized prokaryotic mechanism. In this respect, it is remarkable that, in contrast to observations of slow-growing and energy-starved S. cerevisiae cultures (15, 21), the retentostat cultures of P. pastoris did not show a marked transcriptional downregulation of genes involved in protein synthesis at near-zero growth rates, while expression levels of these genes correlated positively with the specific growth rate in faster-growing cultures (7). Determination of whether P. pastoris, an important cell factory for recombinant protein production, indeed has a higher translational capacity at low specific growth rates than S. cerevisiae requires further research.

Retentostat studies on P. pastoris were enabled by the construction of a *flo8* deletion mutant, which did not show dimorphism or attachment to reactor surfaces. Since putative orthologs of *FLO8* can be found in many other biotechnologically relevant yeasts, their deletion may also prove useful for bioreactor research.

### Outlook.

Yeasts are widely applied for the production of heterologous proteins and metabolites. Although physiological and molecular knowledge of P. pastoris is not as extensive as that for S. cerevisiae, it holds several advantages for aerobic bioprocess applications. P. pastoris greatly favors respiratory metabolism (23), and in contrast to the situation in S. cerevisiae, its mitochondrial respiratory chain harbors proton-translocating complex I. The present study shows that in addition, P. pastoris has very low substrate requirements for maintenance at low growth rates, a trait that is industrially relevant for the production of proteins and of metabolites whose synthesis from sugar requires a net input of ATP. Furthermore, its high tolerance to caloric restriction and extremely slow growth make P. pastoris an interesting candidate for developing zero-growth cell factory concepts. Despite the impact of maintenance energy requirements on productivity and product yields in large-scale, aerobic, fed-batch processes, very little comparative research has been done to quantify these requirements in different microorganisms. Retentostat cultivation provides a powerful tool to gain more insight into the diversity of these requirements in industrially relevant microorganisms and, ultimately, into the molecular basis for this diversity.

## Supplementary Material

Supplemental material

# Supplementary material for: Pichia pastoris Exhibits High Viability and a Low Maintenance Energy Requirement at Near-Zero Specific Growth Rates
**Source:** Appl Environ Microbiol. 2016 Jul 15;82(15):4570–83. doi: 10.1128/AEM.00638-16
**Supplement:** Supplemental material

Pichia pastoris Exhibits High Viability and a Low Maintenance Energy Requirement at Near-Zero Specific Growth Rates — Supplemental material 

# Pichia pastoris Exhibits High Viability and a Low Maintenance Energy Requirement at Near-Zero Specific Growth Rates

## Supplemental material

- Supplemental file 1 -

  MATLAB codes and information on how to use these codes to perform retentostat prediction and nonlinear regression analysis

  PDF, 1.2M
- Supplemental file 2 -

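Data Set S1 lists, for a retentostat culture, the measured dry biomass, the viability and the glucose concentration of the feed at 10 time points, followed by the curve of biomass, specific growth rate and q_S_ that the regression model gave. The paper's measured biomass in it rises from 5.09 g/L at the start to 30.3 g/L on day 24.7, its viability lies between 97% and 99.7%, and the glucose concentration of the feed falls from 10.22 to 5.032 g/L. At each time point the viable biomass was set beside the paper's curve, read by linear interpolation. The differences had a median size of 3.2% and a largest size of 7.7%. A straight line through the curve's q_S_ against the specific growth rate had an intercept of 3.05 mg/g/h, which is the maintenance requirement of the model, and a slope of 1.71 g/g, whose reciprocal of 0.584 g/g is the maximum biomass yield used by the model. At days 1, 3, 5, 16 and 23 the curve's specific growth rate was 0.012, 0.0054, 0.0036, 0.0013 and 0.00082 h-1.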

  Example of retentostat data for nonlinear regression analysis (Data Set S1).

  XLSX, 209K
- Supplemental file 3 -

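Data Set S2 gives the paper's log_2_ fold changes and adjusted p values of the 8 comparisons for the array identifiers it lists, fewer than the 5371 probes analyzed here. Of its 5355 lines, the first 1991 in alphabetical order were read, and the comparison covers these probes only. Across these probes, which are not independent replicates, the correlation between the paper's values and those computed from the scanner output was 0.999 on days 1, 5, 16 and 23 of retentostat cultivation and 0.996 on day 3. In the chemostats it was 0.997 at 0.025 h-1 and 0.987 at 0.05 and 0.075 h-1. On day 23, 98.9% of the values lay within 0.1 of the paper's on the log_2_ scale, and on day 3 89.4% did. In the other 6 comparisons the share was between 98.0% and 99.5%. In all 8 comparisons, 0 probes had opposite signs with both values beyond 0.5. For Pipas_chr1-4_0681, the paper's reported value on day 23 is 4.94.

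**Figure D2:**
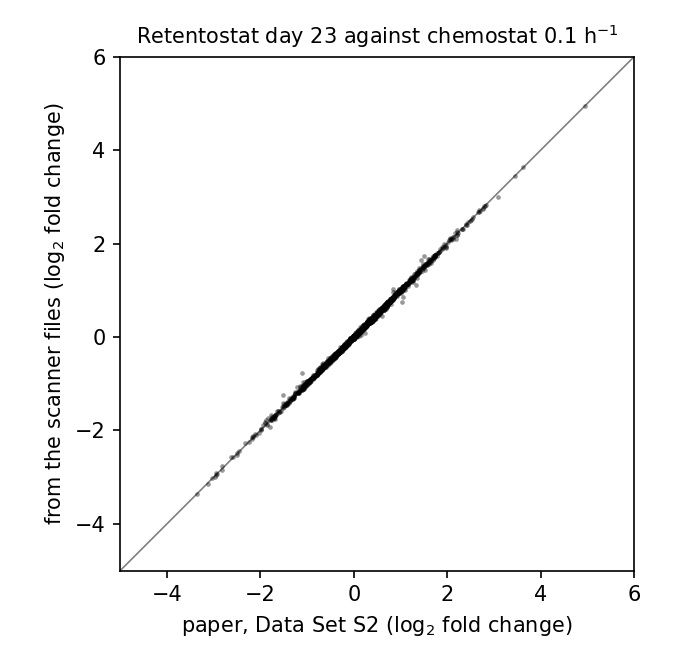
Log_2_ fold change on day 23 of retentostat cultivation compared to the chemostat at 0.1 h-1, with the paper's value from Data Set S2 on the x axis and the value computed from the scanner output on the y axis, for 1991 probes. Each point is a probe, the line marks equal values, and 98.9% of the points lie within 0.1 of it.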

  Microarray data and detailed results of gene ontology term enrichment analysis for clusters A and B (Data Set S2).

  XLSX, 1.7M

How the deposited data were processed for this re-analysis (not part of the article)

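RNA from glucose-limited chemostat cultures of the *P. pastoris* Δ*flo8* strain at dilution rates of 0.025, 0.05, 0.075 and 0.1 h-1 and from retentostat cultures on days 1, 3, 5, 16 and 23 was compared with a reference pool on 2-color oligonucleotide arrays. Each of the 9 conditions has 3 numbered replicates, which cannot all be separate cultures since the paper describes duplicate cultures, and each replicate has a pair of arrays with opposite dyes, 54 arrays in all. The sample labels name the parent strain, and the strain given here follows the paper.

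The authors provided scanner output with median spot signals and local backgrounds as intensities and with outlier and background marks, without normalization. The same output holds log10 ratios per spot, which the scanner software computed after its own background subtraction and dye normalization, per the file headers. The authors also deposited a table of log2 ratios per probe, which they had made with the normexp, LOESS and Aquantile steps of Materials and Methods. The direction of each column of that table was tested on the scanner output, and 18 of 54 columns ran as pool over culture and matched in size the array with the opposite dyes on the same slide. The scanner output was therefore used for all values, with the dyes of the labels, after the pool channel of all 54 arrays had been checked by its correlation with the mean pool profile of the other arrays.

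Median signals were background corrected with the normexp method and an offset of 50, and normalized within arrays by LOESS in limma 3.58.1 under R 4.3.3, with statmod 1.5.0 and data.table 1.17.8. Aquantile normalization changes the average signals only and leaves every log2 ratio as it was. Spots with an outlier mark, 0.676% of all, and 536 control spots per array were left out. The remaining spots were averaged over 5311 probes with 2 spots and 60 probes with 30 spots. Of 5318 systematic names, 5040 matched a locus tag of the reference gene table of strain GS115 (assembly ASM2700v1), which gives locus tags in place of symbols. Ratios of a pair of arrays were averaged to give 1 value per replicate and probe.

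A linear model with 9 condition means was fitted to the 27 replicates with 18 residual and 5.39 prior degrees of freedom, followed by the eBayes step of limma and Benjamini-Hochberg adjustment over all 5371 probes. A probe was called differentially expressed at an adjusted p value below 0.05 and a change of more than 2-fold. Each retentostat day and each chemostat was compared to the chemostat at 0.1 h-1, as in the paper. Days 23 and 1 were compared directly, and a moderated F test covered the 5 days. Probes called in any of the 8 comparisons with 0.1 h-1 were grouped by k-means clustering with 2 clusters, 50 starts and Pearson correlation. Slopes of the log2 ratio on the log2 specific growth rate were estimated in the same model within the 4 chemostats and within the 5 retentostat days. Slopes counted as opposite when their signs differed and when both slopes and their difference had an adjusted p value below 0.05. Each slope also had to amount to more than a 1.5-fold change over the growth rates of its system. Cluster means of replicates were compared with exact permutation tests.

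Genes to be given by identifier were chosen by a rule written beforehand: the genes the paper names, where a table pairs their probe with a name, and the 5 largest rises and 5 largest falls on day 23 among called genes that were well above background on every array of the higher group and without overlap between replicates. No table that was read pairs the array identifiers with names, so only the first 2 of each direction are printed. For the same reason the tests of gene lists and of functional categories were not run.

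The alternatives covered an offset of 0, no background correction, median centring in place of LOESS, no Aquantile step, the scanner software's own log ratio, the authors' processed table, outlier spots kept, only probes well above background, arrays fitted singly with and without dye, slide or scanner terms, the replicate number as a block, fits of fewer groups, an adjusted p value below 0.01, no fold change criterion, a test against a 2-fold change, other clusterings, and each replicate left out. The processed table with the 18 columns turned was added after the data were seen. All other alternatives and the comparisons were set before the data were examined, except the comparison of days 23 and 3 and the definition of opposite slopes.

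The procedure was tested on simulated data. In simulated arrays with dye bias and 200 changed probes, 100% of the 161 probes with a change beyond 1.2 on the log2 scale were called, with 0 false calls. In simulated replicate values for 5371 probes, 100% of the changed probes were called and 100% were put in their cluster. These simulated changes were all well beyond the 2-fold criterion on day 23 and rose or fell steadily, with independent replicates. Full recovery followed from these settings and says little about smaller changes or replicates that share a culture. Other splits of the samples were drawn with a fixed seed, at most 100 per result. The values of Fig. 8 were read by eye with an assumed reading error of 0.05 on the log2 scale, which was chosen after the values were seen. Python 3.11.15 with matplotlib 3.10.9 was used to draw the plots.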

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

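The tests of slide, background and chance for the opposite slopes were set before their outcome was seen, while the definition of opposite slopes, the test of a turning point and all tests of the PDKT probes were chosen afterwards.

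A difference between the culture systems was found for 42 probes, whose log_2_ ratio changed in opposite directions with the specific growth rate in the chemostats and in the retentostats. For each, both slopes and their difference had an adjusted p value below 0.05 in limma. Of these, 34 were higher at lower growth rates in the chemostats and lower at lower growth rates in the retentostats, and 8 went the other way. The count was between 39 and 47 with each replicate left out in turn. A difference between the slopes of any sign was found for 3521 probes, and 30 of the 42 were among the 1375 differentially expressed probes.

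For the opposite slopes, a slide or scanner batch would have been expected to lower the count to less than 1 in 2, and 40 such probes were found with the slide as a fixed block. Signals near background are argued against by the 97.6% of these probes that were well above background in the culture channel of all 54 arrays. When the conditions were exchanged at random within each system, 3 of 100 draws, the real one included, gave as many such probes, with a median of 4 and a highest count of 65 in the other draws, which argues against chance order of the conditions. What stays open is that the system and the range of growth rates are confounded: retentostats held the lower growth rates, later times and higher cell densities, and no condition was measured in both systems at the same growth rate. A turning point at a growth rate between both ranges is argued against for 7 of the probes, which changed further in the direction of the chemostats between day 1 and day 3 or 5 (adjusted p below 0.05 in limma) before they turned. For the other 35 probes such a turning point and a response to cell density or age in the retentostats cannot be told apart, since no such further change was found. A response to density or age, or a turn at a lower growth rate, may underlie the pattern of the 7 probes.

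Of the 17 probes whose identifiers begin with PDKT, 4 were differentially expressed. The other 5354 probes are as many as the ORFs stated in the paper. PDKT_017 is the only PDKT probe in the part of Data Set S2 that was read, which is in alphabetical order and opens with this probe. If that order holds throughout, the 4 called PDKT probes are not in Data Set S2. What the PDKT probes detect is not given in the tables that were read. All 4 called PDKT probes had far more signal in the reference pool than in the cultures. Their log_2_ ratio of culture over pool in the chemostat at 0.1 h-1 was −5.77 for PDKT_012, −5.68 for PDKT_013, −3.03 for PDKT_015 and −7.22 for PDKT_016.

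PDKT_012, PDKT_013 and PDKT_015 were called on day 3 only, with log_2_ fold changes of 1.59, 1.33 and 1.17. An array of day 3, the dye swap of replicate 3, had 8 spots with a local background over 1000 units, and spots of very high local background on this array are a candidate explanation. On it, the log_2_ ratio of PDKT_012 was −1.21, while the other 5 arrays of day 3 gave between −5.13 and −4.07. Without replicate 3 the log_2_ fold change fell to 0.872 for PDKT_013 and 0.839 for PDKT_015, under the 2-fold criterion, while without replicate 1 or 2 it stayed between 1.20 and 1.68, so the call of both depends on that replicate. PDKT_012 was still called without it, with a log_2_ fold change of 1.04 (standard error 0.17, adjusted p = 6.3e-06), so that replicate does not account for its call alone and the explanation stays open for this probe. The dye swap array of replicate 2 had the next highest local background of the 54 arrays, up to 849 units in red and 553 in green, and on it the log_2_ ratios were also above those of the other 4 arrays of day 3, at −4.07 for PDKT_012, −4.29 for PDKT_013 and −1.70 for PDKT_015. Without replicate 2 the log_2_ fold changes were 1.70, 1.45 and 1.20, none lower than with all replicates, so this array alone does not account for the calls, and both replicates were not left out together. Leaving out replicate 3 removed both of its arrays, and the other one gave log_2_ ratios near those of replicates 1 and 2. Without background correction and with all replicates, the log_2_ fold change on day 3 was 0.736 for PDKT_012, 0.639 for PDKT_013 and 0.618 for PDKT_015. The culture signal was well above background on 45 of 54 arrays for PDKT_012 and 53 for PDKT_013, but on 6 for PDKT_015, whose smaller changes may therefore be a matter of signals near background.

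PDKT_016 was called on all 5 retentostat days, with a log_2_ fold change of 1.14 on day 23 (standard error 0.17, adjusted p = 9.1e-07 from limma). Its culture signal as scanned changed by −0.14 on the log_2_ scale between the chemostat at 0.1 h-1 and day 23, while the median spot changed by −1.2. The call thus rests on the other spots being dimmer on the retentostat arrays. A floor of the culture channel at background is argued against, since the probe was well above background on 54 of 54 arrays. A signal that does not depend on the culture RNA, such as one reaching the culture channel from the pool, and a rise relative to other transcripts would both give the −0.14, and they cannot be told apart here. No biological explanation was tested for the PDKT probes.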

How the results depend on the processing

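The counts of differentially expressed genes depended on the fold change criterion and on the source of the log_2_ ratios, and less on the other choices. An adjusted p value below 0.01 in place of 0.05 gave the same counts, since the 2-fold criterion was the one that decided.

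Without the fold change criterion the counts were 4530 on day 23, 4519 on day 16, 4483 on day 5, 4425 on day 3 and 4202 on day 1, and 3422, 2582 and 1044 in the chemostats at 0.025, 0.05 and 0.075 h-1. It was then 3779 on day 23 compared to day 1 and 3388 on day 23 compared to day 3, 5262 in at least 1 comparison and 4491 across the 5 days. The share of cluster A was 52.5%. The balance of higher and lower genes within the retentostat changed with this criterion. On day 23 compared to day 1, 188 of 248 genes were lower with it, while 1942 were higher and 1837 lower without it. On day 23 compared to day 3, 1626 were higher and 1762 lower without it. LOESS centers the log_2_ ratios of each array, and the median change of all probes was 0.0125 and −0.0075 in these comparisons. Similar numbers of higher and lower genes without the criterion are therefore largely set by the normalization and say little about the larger changes. The larger counts follow from the construction of this alternative. When a change beyond 2-fold was itself tested (treat), 284 genes were called on day 1, 20 at 0.025 h-1, 2 at 0.05 h-1, 110 on day 23 compared to day 1 and 22 on day 23 compared to day 3, with a share of cluster A of 63.8%.

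With the authors' processed table as it stands, 0 genes were called by limma in each of the 8 comparisons and in any of them, 0 across the 5 days and 0 with opposite slopes. At an unadjusted p value under 0.05 there were 1615 on day 23, 0 on day 16, 1 on day 5, 6 on day 3, 1484 on day 1, and 197, 351 and 1 in the chemostats at 0.025, 0.05 and 0.075 h-1. Day 23 compared to day 1 gave 2165 genes and compared to day 3 gave 730, with 976 and 315 higher. With the 18 columns turned, an alternative chosen after seeing the data, 1390 genes were called in at least 1 comparison, 1128 of them on day 23, with a share of cluster A of 60.4%. Turning these columns was enough to restore the counts, so their direction was the cause.

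The scanner software's log ratio gave 23 genes at 0.05 h-1, 2 at 0.075 h-1 and a share of cluster A of 59.9%. At 0.075 h-1, 2 genes were called with the slide as a block and 1 with the scanner as a block. The share of cluster A was 60.8% with an offset of 0, 61.1% without background correction, 60.3% with median centring, 62.0% with outlier spots kept, 62.0% with only probes well above background, 61.7% with the slide block, 61.5% with the scanner block and 62.0% with Euclidean distance. With each replicate left out the share was 61.7% to 62.5%. The shares with outlier spots kept, probes well above background, the slide block and Euclidean distance lie within this range, and the others lie below it, for a cause that was not tested.

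Leaving out each replicate in turn gave between 1090 and 1138 genes on day 23, 1076 and 1094 on day 16, 985 and 1044 on day 5, 853 and 934 on day 3, 508 and 600 on day 1, 69 and 84 at 0.025 h-1, 11 and 16 at 0.05 h-1 and 0 and 1 at 0.075 h-1. For day 23 compared to day 1 the range was 234 to 265, compared to day 3 it was 90 to 136, across the 5 days it was 275 to 309, for opposite slopes 39 to 47, and in at least 1 comparison 1362 to 1384.

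The numbers of the replicates do not pair the samples: deviations from the condition means correlated by −0.60 to 0.47 between replicates of the same number, and 33 of 108 such correlations were over 0.1. With the replicate number as a block, 1115 genes were called on day 23 and 1375 in at least 1 comparison, and no count changed. The step without Aquantile changes no log_2_ ratio, so it tests nothing here.

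The directions of the 4 genes given by identifier and of both cluster means were kept under all alternatives, and apart from the processed table the scaling alternatives moved the median of all probes by at most 0.03 on the log_2_ scale. For 17 of 5371 probes the culture signal was near background on every array of every condition, and for 5260 it was well above background on every array of at least 1 condition. Signal over background therefore limits few probes.

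The medians of the gene lists, the tests of transcription factor and cell cycle genes, and their alternatives with other list definitions and backgrounds were not run, since no table that was read pairs the array identifiers with gene names or descriptions.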

Other observations

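Set before their outcome was seen were the splits of the samples, the tests of saturation and of background for day 23 against day 3, the tests of gene order and of chromosome ends, and the test of the replicates. The tests of the processed table, of the slide for day 23 against day 3, the simulations of the replicate test and the test of the day 3 values were chosen after the result was seen.

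In the authors' processed table, 18 of 54 columns run opposite to the dyes of their labels: 6 of day 1, 4 of day 3, and 2 each of day 5, day 16 and the chemostats at 0.1 and 0.075 h-1. Wrong dyes in the labels are argued against by the pool channel, which was the labeled one on 18 of these 18 arrays. An exchange of the values of both arrays of a slide without turning their sign may explain it, since 18 of the 18 columns matched the array of the same condition and slide with the opposite dyes. Compared with Data Set S2, the table as it stands gave a correlation across probes of −0.212 on day 1, −0.018 on day 3, 0.978 on day 5, 0.980 on day 16 and 0.837 on day 23. With the 18 columns turned, 99.7% of the values lay within 0.1 of those in Data Set S2 on each of the 5 days, over the 1991 probes read. The pattern concerns a table of values, and no biological explanation was tested.

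In each of the 3 by 3 comparisons that called genes, 1 of 10 splits of the replicates gave as many genes as the real one, which is the real split itself, and the others gave 0. The 10 splits alone cannot give a share under 0.1, so that they cannot exclude chance for day 23, day 16, day 5, day 3, day 1, the chemostats at 0.025 and 0.05 h-1, or day 23 compared to day 1 or to day 3, the last of which was added after the other splits were seen. At 0.075 h-1, where limma called 0 genes (1695 at an unadjusted p value under 0.05), 10 of 10 splits gave as many. For the genes called in at least 1 comparison, 1 of 100 assignments of the replicates to the conditions, the real one, gave as many, and the largest other count was 986. For the genes changing across the 5 days, 1 of 100 gave as many, and the largest other count was 192. Chance in the measurement of the replicates can be excluded for both, while chance differences between cultures are not covered, since some replicates of a condition must come from the same culture.

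On day 23 compared to day 3, 77 of 108 genes were lower, or 71.3%. Saturated spots that hide a further rise are argued against by the 640 genes higher on day 3, 0% of which had a saturated culture spot on a day 23 array. Slide or scanner batches are argued against by the fit with the slide as a fixed block, which called 85 lower and 35 higher genes. Spots near background are argued against by the probes well above background on all 54 arrays, among which 72.1% of the called genes were lower. As a hypothesis, transcript levels of genes that fall with the growth rate may continue to fall late in the retentostat: by adjusted p value alone, 410 of the 521 cluster B probes were lower on day 23 than on day 3 and 28 were higher. The cluster A probes had no common direction, with 301 of 854 higher and 284 lower, and their flat mean does not show that they leveled off. The excess of lower genes was small without the fold change criterion, with 1626 genes higher and 1762 lower. Centering of each array by LOESS largely sets this near balance. The excess was found and tested on the same data. Growth rate, time and cell density change together in the retentostat and remain open as explanations. The day 3 array with spots of very high local background was not tested as an explanation of this excess.

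Neighbouring genes had somewhat similar log_2_ fold changes on day 23. The order was taken from the reference gene table of assembly ASM2700v1, in which 5040 genes on 4 chromosomes had a probe. Across 5036 pairs of neighbours the correlation was 0.0897, and the highest of 10000 shuffles of the genes within chromosomes was 0.0486 (one-sided permutation test, p = 1e-04, the smallest p that these shuffles can give), which argues against a chance order of the genes. Genes with another gene between them had a correlation of −0.0118. Nearness of the spots on the array is argued against by a correlation of 0.0728 over the pairs whose spots lie farther apart than the median distance, above the 95th percentile of shuffles, 0.0314. Probes that also detect a neighbour's transcript, and shared promoters, were not tested. The correlation is small and across genes, which are not independent replicates.

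Among the 20 outermost genes of each chromosome end, 160 in all, 28.1% were differentially expressed, compared to 25.7% of all placed genes. A chance position of the regulated genes may give as large a difference (two-sided permutation test, p = 0.53), so that an excess near chromosome ends was not found.

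The spread between replicates was small: the median SD was 0.0773 on the log_2_ scale, and the spread of single arrays alone would give 0.0771. The paper describes a pair of retentostat cultures and duplicate chemostats, fewer than the 3 numbered replicates, so the replicates of a condition cannot all be separate cultures. Materials and Methods states that samples were labeled in triplicates, so that repeat labelings of the same RNA are a possible explanation, though the statement does not say what was taken in triplicate. If they were different RNA samples, both arrays of a replicate should deviate together. In the 3 conditions whose array pairs lie on different slides they did not (one-sided exact permutation test over 216 reassignments, p = 0.847). In 10 simulations with an added deviation of 0.08 per replicate, 0 gave a p value under 0.05 and the highest was 0.29, while with an added deviation of 0.05 or 0.02 the highest was 0.69 or 0.82. The observed p value is thus above all of these, which goes against a deviation of 0.08, but the simulations assume deviations that are independent between probes, and the test did not reach a p value under 0.05 at any of these sizes, so it does not decide. Whether the replicates are repeat labelings or separate RNA samples with a small spread thus cannot be told apart here. In either case the adjusted p values treat as independent replicates some that share a culture, and they do not describe the spread between 3 cultures.

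On day 3, 89.4% of the fold changes lay within 0.1 of those in Data Set S2, less than on the other days. The dye swap array of replicate 3 with spots of very high local background may account for it: without that replicate 98.4% lay within 0.1, and without replicate 1 or 2 77.6% and 78.4% did. Without background correction 98.7% did, on all 3 replicates. Without replicate 3, 934 genes were called on day 3.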
